# The mosquito adulticidal *Chromobacterium* sp. Panama causes transgenerational impacts on fitness parameters and elicits xenobiotic gene responses

**DOI:** 10.1186/s13071-018-2822-8

**Published:** 2018-04-05

**Authors:** Sarah M. Short, Sarah van Tol, Brendan Smith, Yuemei Dong, George Dimopoulos

**Keywords:** *Anopheles gambiae*, *Chromobacterium*, Mosquito, Host-microbe interactions, Mosquitocide, Vector control, Transcriptome

## Abstract

**Background:**

Vector control is critical in reducing the disease burden caused by mosquitoes, and insecticides are an effective tool to control vector populations. Resistance to common insecticides is now widespread, and novel classes of insecticides are needed. In previous work, we described the mosquitocidal activity of *Chromobacterium* sp. Panama (*C.*sp_P), a bacterium found in association with mosquitoes in natural populations. In the current work, we further explored the effects of exposure to the bacterium on mosquito fitness and mosquito physiology.

**Results:**

We found that *C.*sp_P has mosquitocidal activity against a broad range of mosquito taxa. When exposed to *C.*sp_P as adults, female *An. gambiae* suffered reduced longevity, but experienced no change in fecundity. The offspring of these females, however, had higher mortality as larvae and were slower to develop compared to offspring of control females. We also found that the mosquitocidal activity of *C.*sp_P was retained after removal of live cells from biofilm culture media, suggesting the bacteria secrete mosquitocidal compound(s) into the media during growth. Exposure to this cell-free *C.*sp_P-conditioned media caused female midgut transcriptional changes comprising detoxification, xenobiotic response, and stress response genes, suggesting the physiological response to *C.*sp_P is similar to that of insecticide exposure. Finally, we found that multiple members of the *Chromobacterium* genus had mosquitocidal activity, but this activity was highest in mosquitoes treated with *C.*sp_P.

**Conclusions:**

Our findings suggest that *C.*sp_P produces factor(s) with strong effects on mosquito longevity and fitness, which may be of interest for mosquitocide development. More generally, they indicate that further exploration of mosquito-associated and environmental microbes for novel insecticidal compounds or biocontrol agents is warranted.

**Electronic supplementary material:**

The online version of this article (10.1186/s13071-018-2822-8) contains supplementary material, which is available to authorized users.

## Background

Vector-borne diseases such as malaria, dengue virus, and Zika virus represent a substantial public health burden, accounting for hundreds of millions of cases each year resulting in hundreds of thousands of deaths and severe sequelae in survivors [1–4]. One of the most effective ways of controlling pathogen transmission is vector control; in the case of malaria prevention this primarily involves the use of insecticide treated bed nets and indoor residual spraying [4, 5]. Resistance to common insecticides is a serious concern, and there remains a need for novel classes of insecticides that can be used to supplement the current repertoire [4, 6, 7]. Mosquito larvae develop in bacteria-rich pools of water and adults carry bacteria in their digestive tract, reproductive tract, and salivary glands throughout their lives [8–16]. These bacteria and other microbes represent a rich source of organisms that grow well in association with mosquitoes and, in addition to other environmental bacteria and fungi, may constitute a potential source of novel biocontrol and/or mosquitocidal agents.

In previous work, we described *Chromobacterium* sp. Panama (*C.*sp_P), isolated from the midguts of *Aedes aegypti* mosquitoes in Panama [17]. Bacteria from this genus are soil-dwelling, Gram-negative microbes, and are highly recognizable by the characteristic purple pigment called violacein produced by many members of the genus (though notably not by *C.*sp_P) [17, 18]. The most well-described member of the genus, *C. violaceum*, has been found to produce numerous bioactive factors with antimicrobial properties, as well as hydrogen cyanide, which can be used to “bio-leach” gold from discarded electronics [18, 19]. In our previous study, we found *C.*sp_P to have strong mosquitocidal activity against *Anopheles gambiae* (a primary vector of the malaria parasite *Plasmodium falciparum*) and *Aedes aegypti* (the primary vector of dengue and Zika viruses) adult females when exposed to the bacteria in a sugar meal [17]. Additionally, when present in the mosquito midgut, *C.*sp_P reduced susceptibility of *An. gambiae* and *Ae. aegypti* mosquitoes to *Plasmodium falciparum* and dengue virus, respectively [17]. These anti-pathogen properties are active *in vitro* (i.e. independent of the mosquito), suggesting the bacteria produces compound(s) with anti-pathogen activity [17]. Another member of the genus, *C. subtsugae*, has been shown to have insecticidal activity across diverse taxa of insects, including beetles, moths and whiteflies, though it has not been shown to be active against mosquitoes [20]. Additionally, a patent has been filed reporting that *C. vaccinii* is active against moths and *Ae. aegypti* mosquito larvae [21].

In the present study, we further explored the mosquitocidal properties of *C.*sp_P and its effects on mosquito fitness and mosquito physiology as measured by transcriptome changes upon exposure. We found that *C.*sp_P has broad insecticidal activity among mosquitoes, inducing mortality in three additional species of vector mosquitoes. We also found that *An. gambiae* females that survived exposure to *C.*sp_P suffered reduced fitness potential; their offspring had increased mortality as larvae and showed delayed time to pupation and eclosion. We determined that mosquitocidal factor(s) of *C.*sp_P persisted in cell-free preparations of bacteria cultured in biofilm conditions, and found that exposure to cell-free preparations of *C.*sp_P increased transcript abundance in genes related to detoxification and insecticide treatment and decreased transcript abundance of genes related to nucleosome and chromatin formation. Finally, we determined that other species in the *Chromobacterium* genus have mosquitocidal properties, suggesting production of insecticidal compounds is common throughout the genus.

## Methods

### Mosquito strains and maintenance

*Anopheles gambiae* (Keele strain), *An. stephensi* (Liston strain), *Ae. albopictus* (Gainsville strain, MRA-804 from BEI Resources), and *Culex quinquefasciatus* (JHB strain, NR-43025 from BEI Resources) were reared at 27 °C and 80% RH with a 14:10 light:dark photocycle.

### Bacterial information

*C.*sp_P was isolated from *Aedes aegypti* in Panama in 2010 [17, 22]. *Pantoea* sp. was isolated from *Anopheles arabiensis* in Zambia in 2010 [23]. *Chromobacterium violaceum* was obtained from ATCC (strain: ATCC 12472), and other species of *Chromobacterium* were obtained from the Leibniz Institute DSMZ: *C. aquaticum* (DSM 19852), *C. subtsugae* (DSM 17043) and *C. vaccinii* (DSM 25150).

### Bacterial culture growth

Bacteria were grown either in “planktonic” or “biofilm” conditions. To culture bacteria in planktonic conditions, we added 1 μl of pure freezer stock to 5 ml of LB and incubated with shaking at 30 °C for 16–18 h or 72 h, as indicated. The only exception to this protocol was for the experiment using multiple mosquito species, in which the planktonic culture was grown by inoculating 15 ml LB broth with 150 μl fresh culture and incubating at 30 °C for ~18 h with shaking. The fresh culture was grown by inoculating 5 ml LB with several single colonies grown from glycerol freezer stock and incubating overnight at 30 °C with shaking. To culture bacteria in biofilm conditions, we added 1 μl of pure freezer stock to 5 ml LB in a sterile 6-well cell culture plate and incubated without shaking at 30 °C for 72 h.

### Bacterial culture preparation

Planktonic cultures were pelleted and washed twice with 1× PBS then re-suspended in additional 1× PBS to 1.0 (± 0.1) OD_600_ and if necessary diluted or concentrated to achieve a desired cell density (as indicated). For the experiment using filtered planktonic culture, the culture was diluted to 1.0 (± 0.1) OD_600_ using sterile LB and not washed to preserve the supernatant. To collect biofilm, liquid media was removed from each well of the culture plate and 1 ml 1× PBS was added per well. Biofilm was removed from the culture plate by repeatedly pipetting the 1× PBS up and down in each well. Biofilm suspension was then transferred to a centrifuge tube and vortexed for 1 min to further encourage suspension in 1× PBS. To collect biofilm supernatant, liquid media was removed from biofilm culture wells, transferred to centrifuge tubes and vortexed for 1 min. To filter each preparation, cultures were pelleted at 5000 *rpm* for 3–5 min and the liquid supernatants were passed through a 0.2 μm syringe filter.

To measure CFU/ml of each bacterial culture preparation, an aliquot of unfiltered culture was serially diluted in 1× PBS and plated on LB agar. Colony forming units were counted from each dilution that yielded countable colonies and averaged to calculate CFU/ml. For *C.*sp_P, diluting overnight planktonic culture to 1.0 OD_600_ resulted in an average of 4.59 × 10^8^ CFU/ml (range of CFU/ml measurements: 1.25 × 10^7^ to 9.75 × 10^8^). When a higher or lower cell density was needed, CFU/ml was determined *post-hoc*, and in those instances CFU/ml is indicated in the respective figure legend. On average, *C.*sp_P biofilm suspension contained 5.03 × 10^8^ CFU/ml (range of CFU/ml measurements: 1.30 × 10^8^ to 1.42 × 10^9^), and biofilm supernatant contained 8.60 × 10^7^ CFU/ml (range of CFU/ml measurements: 5.0 × 10^6^ to 1.45 × 10^8^).

To test whether the mosquitocidal factor contained in the *C.*sp_P supernatant was volatile, *C.*sp_P biofilm supernatant and sterile LB were filter sterilized and aliquoted into 1.5 ml microcentrifuge tubes and the open tubes were centrifuged for 30 min under a vacuum in a Vacufuge (Eppendorf, Hamburg, Germany). Non-centrifuged controls for both sample types were maintained at room temperature with lids sealed. Lost volume of vacuum centrifuged samples was reconstituted by adding sterile water to the centrifuged samples to the same final volume as samples that were not centrifuged. All four preparations were fed to *An. gambiae* females in sucrose meals as described below.

### Measuring short-term survival in adults after bacterial exposure

Adult females were cold anaesthetized 3–7 days after eclosion, sorted into cardboard cups, and provided 10% sucrose *ad libitum* until the experiment. Mosquitoes were starved overnight to encourage feeding, and the morning of the experiment cultures were harvested and prepared as described above. Bacterial culture preparations were added to sterile sucrose, and 1× PBS or LB media were added in place of bacteria as controls. Unless otherwise stated, bacterial preparations (unfiltered and filtered), PBS and LB were mixed 1:1 with 3% sucrose, and in all cases the final sucrose concentration was 1.5%. All sugar meals were provided to females for 24 h in microcentrifuge tubes containing sterile filter paper wicks. Experimental sugar meals were then removed, and all treatments were provided 10% sucrose *ad libitum*. Survival was monitored for seven to ten days after treatment commenced.

### Blood-feeding

Blood meals were prepared by mixing 40% human red blood cells and 60% heat inactivated human serum. Mosquitoes were starved 6–8 h before being allowed to blood-feed for 1 h using membrane feeders as described previously [24]. After feeding, females were cold anaesthetized and unfed females were removed from the experiment.

### Fecundity and oviposition experiments

Six-to seven-day old females were fed a 10^7^ dose of *C.*sp_P or *P.* sp, or PBS as a control, for 24 h and each treatment was blood-fed approximately 56 h post-exposure. This dose of *C.*sp_P was chosen because it is high enough to ensure efficient exposure and moderate mortality in *An. gambiae*, but low enough that sufficient numbers of females survive through completion of the experiment. Females that did not blood-feed were removed from the experiment. Three days later, blood-fed females were placed into individual oviposition cups (50 ml conical bottom tubes containing 5–7.5 ml of deionized water and a piece of filter paper). After being allowed to oviposit for two days, the number of ovipositing females and the number of eggs oviposited were recorded. If females oviposited ten or fewer eggs, insemination was verified by spermatheca dissection. The spermathecae were dissected in 30 μl of 1× PBS then transferred to 10 μl of Geimsa stain (diluted 1:100 in deionized water) and physically crushed onto a glass slide using ethanol-sterilized forceps, allowed to air dry, fixed with 50 μl of methanol for 30 min, and rinsed with deionized water. Slides were viewed using a light microscope at 10–40×. Only inseminated females were included in the oviposition and fecundity analyses, and rate of insemination did not significantly differ between the treatment groups (*χ*^2^ = 4.77, *df* = 2, *P* = 0.092, Additional file 1: Figure S1).

### Development and life history experiments

Adult *An. gambiae* females were fed a 1.5% sucrose solution containing *C.*sp_P at a cell density of 10^7^ CFU/ml or 1× PBS as a control for 24 h. Approximately two days after *C.*sp_P exposure, females were then given a blood meal and allowed to oviposit. Eggs were hatched and 100 larvae per treatment were transferred to clean trays. Larval survival and pupation events were recorded. Three 1 ml samples of water were collected from the oviposition water, larval trays before adding the food and larvae, and larval trays at 4 and 8 days after transferring larvae to the trays. Water samples were plated onto LB agar plates at 10-fold serial dilutions to calculate CFU, and unique colonies were isolated and identified to bacterial species using the *16S* rDNA sequence [25]. Pupae were then transferred to a small beaker in a cage and pupal survival and eclosion events were monitored. Upon eclosion, male and female adults were transferred to separate cups (18–23 individuals per cup) and survival was monitored until all adults were dead.

### Microarray experimental design, sample preparation and analysis

Six to seven day old adult *An. gambiae* females were starved overnight and provided sugar meals containing 3% sucrose mixed 1:1 with either LB or 72 h *C.*sp_P cell-free biofilm supernatant (final sucrose concentration 1.5%). Both LB and *C.*sp_P supernatant were filter sterilized before being added to the sucrose solution. After 24 h, midguts were dissected from 20 adult females per treatment in sterile 1× PBS on a cold block and pooled in TRIzol (Invitrogen, Carlsbad, USA) reagent on ice. Midguts were stored at -80 °C until RNA extraction. The experiment was repeated four independent times, with one pool of 20 midguts collected per treatment per replicate. RNA was extracted following the manufacturer’s protocol and genomic DNA was removed using the TURBO DNA-*free* Kit (Invitrogen) according to the manufacturer’s instructions. Quality of RNA was verified using an Agilent Bioanalyzer 2100. Transcriptome analysis was performed using a custom Agilent microarray described previously [26, 27]. All samples were labeled using the Two-Color Low Input Quick Amp Labeling Kit (Agilent Technologies, Santa Clara, USA) according to the manufacturer’s instructions. 200 ng of RNA from each sample was used as input for the labeling reaction and labeled cRNA was purified using the RNeasy Mini Kit (Qiagen, Hilden, Germany). Hybridization was performed according to Agilent’s Two-Color Microarray-Based Gene Expression Analysis Protocol. RNA extracted from LB-fed individuals was hybridized to that of individuals fed cell-free *C.*sp_P biofilm supernatant collected in the same replicate experiment, and samples were labeled in a dye-swap design to prevent dye bias. Feature extraction was performed using an Agilent Scanner and Agilent Feature Extraction Software. Analysis of microarray data was performed as in [28]. In brief, differential transcript abundance between LB-fed and *C.*sp_P-fed female midguts was assessed using limma in R [29] after background correction using the “normexp” method [30] and after normalizing signals using global loess within array normalization [31]. Lists of genes with differential transcript abundance between treatments were then assessed for Gene Ontology term enrichment using DAVID [32, 33].

### Statistical analysis

Unless otherwise stated, Cox proportional hazards models were used to assess the effect of treatment on survival. Individuals that were excluded during the experiment or were still alive at the conclusion of the experiment were treated as censored data. For all analyses, experimental replicate was included as a co-factor to account for variation across replicate experiments. For the experiments testing the effect of multiple species of *Chromobacterium* on survival and the effect of *Chromobacterium* sp. Panama and *Pantoea* sp. on survival, the data did not meet the assumptions of a proportional hazards model and therefore pairwise Log-Rank tests followed by a multiple testing correction were used. For the experiments testing survival of offspring and pupation/eclosion rates, Log-Rank tests were performed. All Cox proportional hazards and Log-Rank tests were performed in R [34]. Fecundity and oviposition data were analyzed by Kruskal-Wallis test in R and one-way ANOVA in GraphPad Prism. Larval bacterial load data and bacterial load data from biofilm *versus* supernatant were analyzed by two-way ANOVA in R.

## Results

We have shown in previous work that ingestion of *Chromobacterium* sp. Panama (*C.*sp_P) causes reduced longevity in adult *An. gambiae* and *Ae. aegypti* mosquitoes [17]. We were interested in further exploring the effects of *C.*sp_P on mosquito fitness and its adulticidal activity. For this, we investigated how exposure to *C.*sp_P during adulthood influences fecundity of *An. gambiae* females as well as development rate and survival of their offspring. We then probed the nature of the adulticidal activity of *C.*sp_P, and the effects of compounds secreted by *C.*sp_P on the transcriptome of adult female *An. gambiae*. We also explored other members of the genus *Chromobacterium* to determine whether species related to *C.*sp_P display adulticidal activity as well.

### *C.*sp_P has adulticidal effects against a broad range of disease vector mosquitoes

In previous work, we showed that oral exposure to *C.*sp_P caused reduced longevity in *An. gambiae* and *Ae. aegypti* mosquitoes. We investigated the effects of oral exposure to *C.*sp_P on three additional species of disease vector mosquitoes: *Ae. albopictus*, *Culex quinquefasciatus* and *An. stephensi*. We allowed adult females to feed on two different densities of *C.*sp_P, or PBS as a control, in a sugar meal for 24 h and monitored survival for ten days post-exposure. We found that *An. stephensi* showed significantly reduced survival after exposure to *C.*sp_P at both a lower (10^5^ CFU/ml) and a higher (10^10^ CFU/ml) bacterial cell density, while the survival of *Ae. albopictus* and *C. quinquefasciatus* was significantly reduced only after exposure to *C.*sp_P at a density of 10^10^ CFU/ml (Fig. 1).

**Fig. 1:**
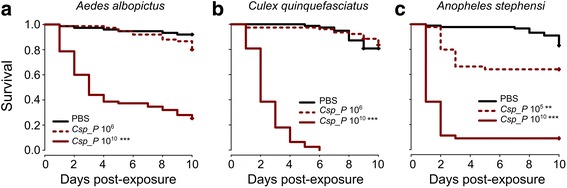
*C.*sp_P exposure causes mortality across a broad taxonomic range of disease vector mosquitoes. Planktonic overnight cultures of *C.*sp_P were washed two times with 1× PBS and diluted or concentrated to obtain “low” (i.e. approximately 10^5^ or 10^6^ CFU/ml) and “high” (i.e. approximately 10^10^ CFU/ml) bacterial cell densities, as per our previous work [17]. Bacteria of each density or 1× PBS as a control were then mixed 1:1 with 3% sucrose (final sucrose concentration 1.5%) and provided to adult females for 24 h, at which point all treatments were given 10% sucrose. **a** *Aedes albopictus* females: PBS *vs C.*sp_P 10^6^, *z* = 1.93, *P* = 0.0531; PBS *vs C.*sp_P 10^10^, *z* = 6.67 *P* < 0.0001. **b** *Culex quinquefasciatus*: PBS *vs C.*sp_P 10^6^, *z* = -1.06, *P* = 0.289; PBS *vs C.*sp_P 10^10^, *z* = 9.30, *P* < 0.0001. **c** *Anopheles stephensi*: PBS *vs C.*sp_P 10^5^, *z* = 2.87, *P* = 0.004; PBS *vs C.*sp_P 10^10^, *z* = 10.26, *P* < 0.0001. **a** and **c** were repeated 3 times with 25–30 individuals per replicate, while **b** was repeated 5 times with 9–20 individuals per replicate. Survival curves were fitted using the Kaplan-Meier method with pooled data from all replicates. Vertical tick-marks indicate censored samples. Data from all experiments were analyzed using a Cox proportional hazards model including treatment and replicate

### *C.*sp_P exposure has no effect on fecundity among surviving females but reduces larval survival and slows development of their offspring

*C.*sp_P exposure causes significant mortality among adult *An. gambiae* females, but we were interested in determining whether females that survive suffer residual effects on fitness traits. We exposed adult *An. gambiae* females to *C.*sp_P in a 1.5% sugar meal at a density of 10^7^ CFU/ml, which causes moderate mortality (Fig. 2a). Simultaneously, we exposed adult *An. gambiae* to *Pantoea* sp. bacteria which does not cause mortality at the same cell density (Fig. 2a), to control for the potential nutritional impact of bacterial ingestion on egg production. We then blood-fed females from all treatments and assessed probability of oviposition and average total number of eggs laid per female. We found that *C.*sp_P exposure had no effect on probability of oviposition or number of eggs laid relative to either the PBS- or *Pantoea* sp.-exposed controls (Fig. 2b, c).

**Fig. 2:**
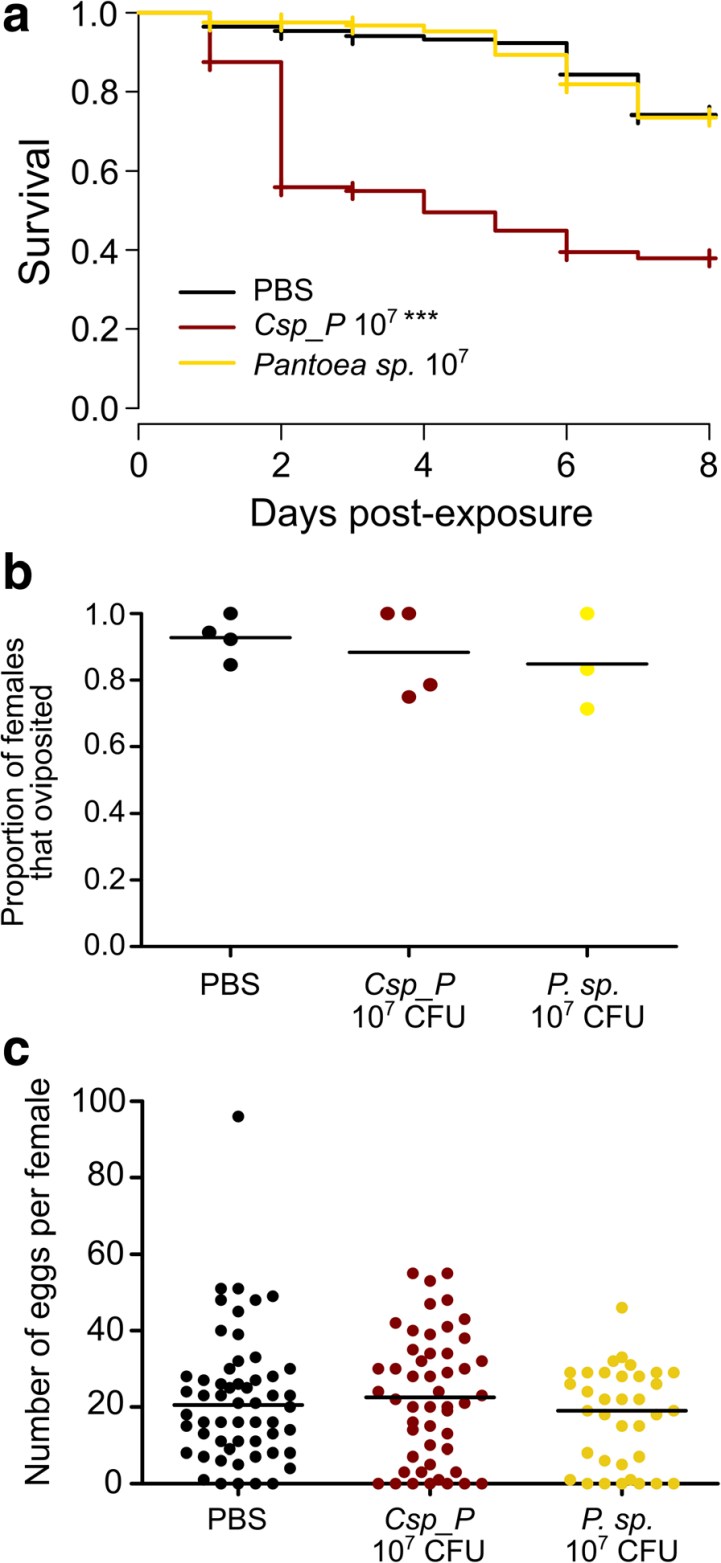
*C.*sp_P exposure causes adult mortality but does not influence fecundity of surviving females. Female *An. gambiae* mosquitoes were fed a 10^7^ CFU/ml dose of either *C.*sp_P or *Pantoea* sp. (*P.* sp.) planktonic culture or an equal volume of 1× PBS in a 1.5% sucrose meal for 24 h. Experimental sugar meals were then removed, and all treatments were provided 10% sucrose *ad libitum*. Females were blood-fed on the third day post-exposure and allowed to oviposit for 2 days. Females that did not blood-feed were removed from the experiment. Data for each treatment were collected over 3–4 biological replicates. **a** Exposure to *C.*sp_P 10^7^ CFU/ml significantly decreased survival relative to PBS, while exposure to *Pantoea* sp. did not have a significant effect on survival (PBS *vs C.*sp_P 10^7^, *χ*^2^ = 98.7, *df* = 1, *P* < 0.0001; PBS *vs Pantoea* 10^7^, *χ*^2^ = 0.1, *df* = 1, *P* = 0.77). Total sample sizes for **a**: *n*_PBS_ = 283, *n*_Pantoea 10^7_ = 162, *n*_*C.*sp_P 10^7_ = 264. **b**, **c** Treatment did not significantly affect the proportion of females that oviposited (**b**, *χ*^2^ = 0.68, *df* = 2, *P* = 0.7116) nor their fecundity (**c**, *F*_(2, 138)_ = 1.165, *df* = 2, *P* = 0.1474). Total sample sizes for **b** and **c**: *n*_PBS_ = 56, *n*_*Pantoea* 10^7_ = 35, *n*_*C.*sp_P 10^7_ = 50. Data were analyzed using pairwise Log-Rank tests in **a**, Kruskal-Wallis test in **b** and a one-way ANOVA in **c**. Black bars represent the median value in (**b**) and (**c**)

In a subsequent experiment, we exposed adult female mosquitoes to *C.*sp_P in a 1.5% sugar meal at a density of 10^7^ CFU/ml and then allowed them to blood-feed and lay eggs. We recorded the rate of development and monitored survival of the offspring across all stages of development. We found that the proportion of eggs that hatched was not significantly different between treatments; mean hatch rate for PBS was 0.612 (95% CI: 0.75–0.48), while for *C.*sp_P it was 0.628 (95% CI: 0.73–0.53, *t* = 0.902, *df* = 4, *P* = 0.418). However, larval mortality was significantly higher for offspring of *C.*sp_P-exposed mothers compared to offspring of PBS-exposed mothers (Fig. 3a, *χ*^2^ = 43.1, *df* = 1, *P* < 0.0001). Additionally, the rate of pupation was significantly slower for offspring of *C.*sp_P-exposed mothers relative to that of PBS-exposed mothers; the median time to pupation was nine days and eight days, respectively (Fig. 3a, *χ*^2^ = 101, *df* =1, *P* < 0.0001). Survival was not significantly different between the groups at the pupal stage, however, time to eclosion was significantly longer in offspring of *C.*sp_P-exposed mothers (median time to eclosion = 11 days) compared to offspring of PBS-exposed mothers (median time to eclosion = 9 days) (Fig. 3b, *χ*^2^ = 103, *df* = 1, *P* < 0.0001). Survival of F1 adults was similar between the two groups (Fig. 3c). We sampled oviposition water and found live *C.*sp_P in 0 of 9 samples collected over three replicates. We also sampled larval water at days 0, 4, and 8 post-larval transfer and found live *C.*sp_P in one sample taken from a single replicate on day four. All other larval water samples were negative for *C.*sp_P. In addition to testing for *C.*sp_P in these water samples, we also quantified CFU/ml of all bacteria that grew on LB agar from each water sample and found that overall bacterial load did not significantly differ between treatments (Additional file 2: Figure S2).

**Fig. 3:**
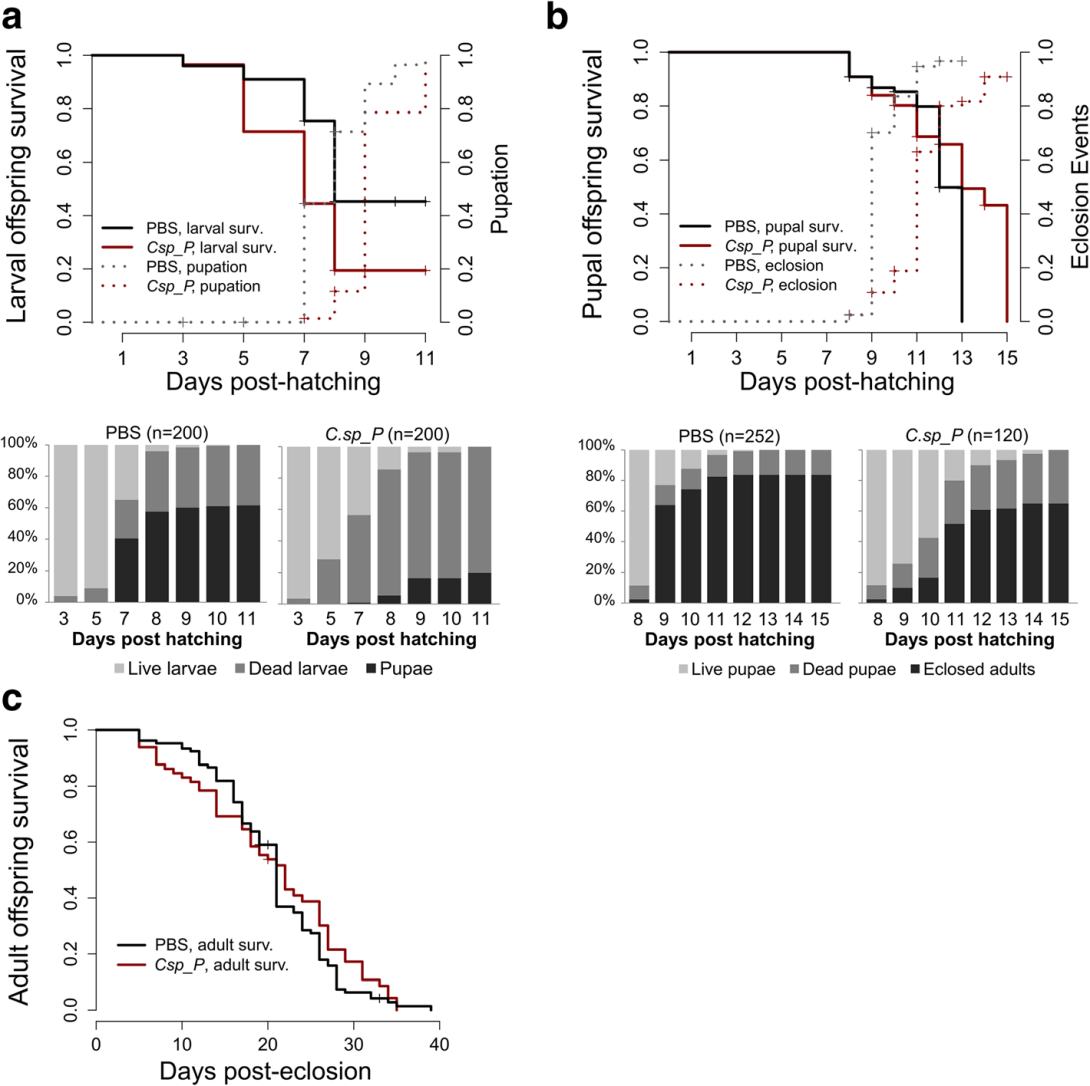
Exposure of adult females to *C.*sp_P causes increased larval mortality and slows rate of development in offspring. Adult female *A. gambiae* mosquitoes were fed a 10^7^ CFU/ml dose of planktonic *C.*sp_P or an equal volume of PBS in a 1.5% sucrose meal. Two days later, they were given a blood meal and allowed to oviposit. Eggs were collected and hatched, and survival and development time of offspring was monitored. **a** The survival of larval offspring of *C.*sp_P-exposed females was reduced significantly relative to larval offspring of control females (*χ*^2^ = 43.1, *df* = 1, *P* < 0.0001), and time to pupation was lengthened as well (*χ*^2^ = 101, *df* =1, *P* < 0.0001). Maternal *C.*sp_P exposure extended the median time to pupation by 24 h (PBS median time to pupation = 8 days, *C.*sp_P median time to pupation = 9 days). This experiment was repeated twice; total sample sizes were *n*_PBS_ = 200, *n*_*C.*sp_P_ = 200. **b** The survival of pupal offspring of *C.*sp_P-exposed females was not significantly different from that of pupal offspring of control females (*χ*^2^ = 0.2, *df* = 1, *P* = 0.67). However, time to eclosion was significantly lengthened in offspring of *C.*sp_P-treated mothers (*χ*^2^ = 103, *df* = 1, *P* < 0.0001). Maternal *C.*sp_P exposure extended the median time to eclosion by 48 h (PBS median time to eclosion = 9 days, *C.*sp_P median time to eclosion = 11 days). This experiment was repeated four times; total sample sizes were *n*_PBS_ = 252, *n*_*C.*sp_P_ = 120. **c** The longevity of adult offspring of *C.*sp_P-exposed females did not differ significantly from that of adult offspring of control females (*z* = 1.073, *P* = 0.28). This experiment was repeated three times; total sample sizes were *n*_PBS_ = 105, *n*_*C.*sp_P_ = 65. Data were analyzed using Log-Rank tests (for **a** and **b**) and Cox proportional hazards model including treatment and replicate (for **c**)

### *C.*sp_P mosquitocidal activity persists after removal of live bacteria when grown in biofilm but not planktonic conditions

We were interested in further exploring the nature of the mosquitocidal compound(s) produced by *C.*sp_P to better understand the mechanism by which it causes mosquito mortality. Because treatment with live bacteria introduces substantial variability and potential for dynamic rates of exposure over time, we tested whether *C.*sp_P secretes the mosquitocidal activity(ies) into the culture media by assaying whether cell-free preparations exerted mosquitocidal activity. We grew *C.*sp_P in planktonic culture for approximately 16 h or 72 h and filtered live bacteria from an unwashed aliquot of each culture. We then provided *An. gambiae* females with 1.5% sugar meals containing filtered and unfiltered preparations from each incubation time or LB as a control. We found that both unfiltered cultures caused significant mortality over seven days compared to LB (Fig. 4a; *C.*sp_P_16hr Unfilt_, *z* = 7.11, *P* < 0.0001; *C.*sp_P _72hr Unfilt_, *z* = 9.57, *P* < 0.0001), but that when live bacteria were filtered out of the culture, survival was either no different or significantly better than the control (Fig. 4a; *C.*sp_P _16hr Filt_, *z* = -1.76, *P* = 0.078; *C.*sp_P _72hr Filt_, *z* = -3.25, *P* = 0.001).

**Fig. 4:**
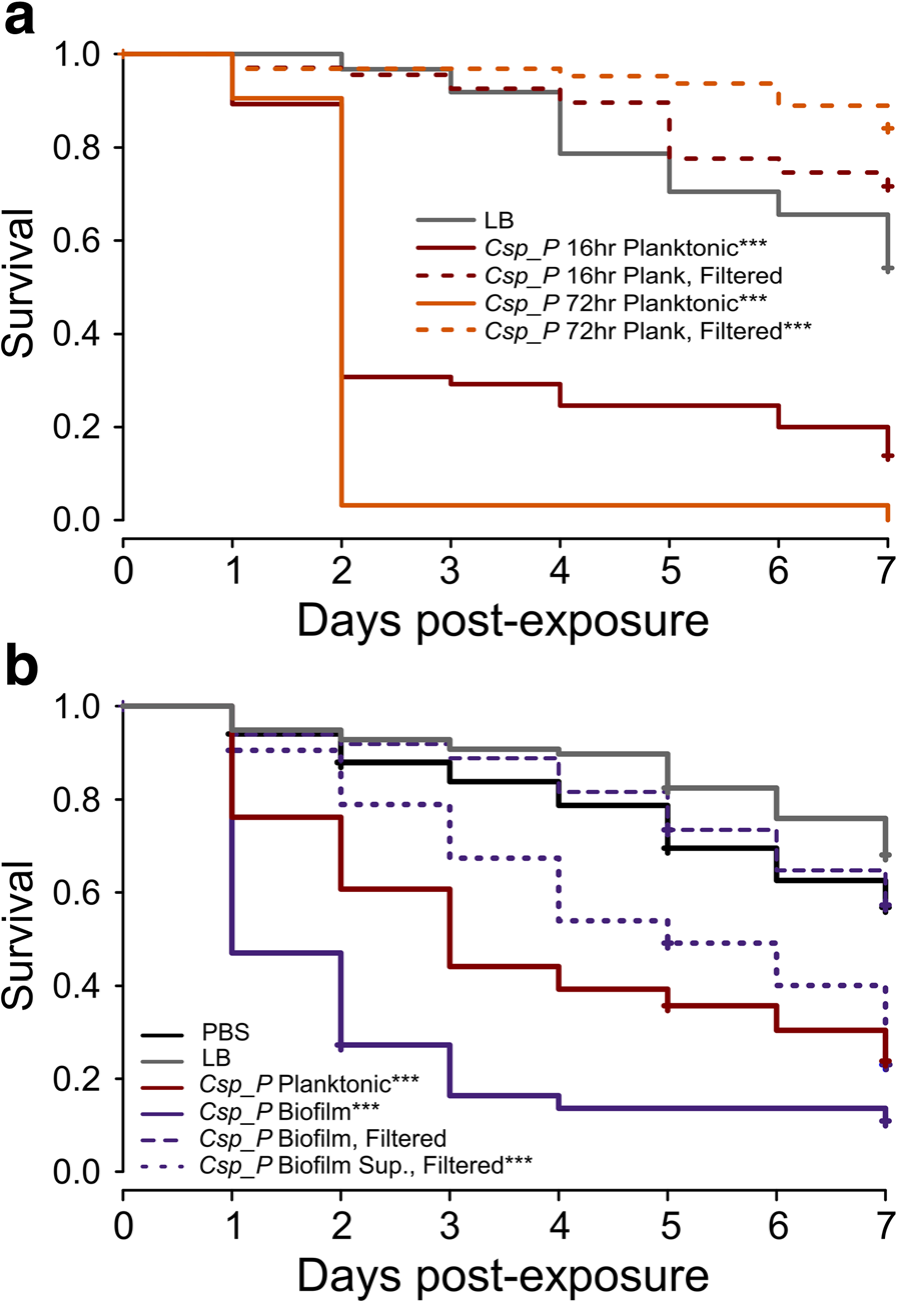
Persistence of adulticidal activity in cell-free preparations of *C.*sp_P. **a** *C.*sp_P adulticidal activity is not retained after removal of live cells from planktonic culture. *C.*sp_P was grown at 30 °C with shaking for approximately 16 or 72 h and diluted to 1.0 (± 0.1) OD_600_ with additional sterile LB. An aliquot of each culture was then filtered through a 0.2 μm filter to remove live bacterial cells. Each culture preparation or LB as a control was mixed 1:1 with 3% sucrose (1.5% sucrose final concentration) and provided to *An. gambiae* adult females for 24 h. Experimental sugar meals were then removed, and all treatments were provided 10% sucrose *ad libitum*. Survival was monitored for seven days. The experiment was repeated three independent times, with 17–25 individuals per treatment per replicate. Survival of each treatment was compared to the LB control using a Cox proportional hazards model: LB *vs C.*sp_P 16hr Plank Unfilt, *z* = 7.11, *P* < 0.0001; LB *vs C.*sp_P 16hr Plank Filt, *z* = -1.76, *P* = 0.078; LB *vs C.*sp_P 72hr Plank Unfilt, *z* = 9.57, *P* < 0.0001; LB *vs C.*sp_P 72hr Plank Filt, *z* = -3.25, *P* = 0.001. **b** *C.*sp_P adulticidal activity is retained after removal of live cells from biofilm culture media. *C.*sp_P was grown in biofilm conditions for 72 h at which point the biofilm and the LB media overlaying the biofilm (i.e. biofilm supernatant) were collected. Both biofilm and supernatant were filtered through a 0.2 μm filter to remove live bacterial cells. Each culture preparation, LB or PBS were mixed 1:1 with 3% sucrose, provided to *An. gambiae* adult females for 24 h and mortality was monitored for 7 days. Control for all samples is PBS with the exception of *C.*sp_P biofilm supernatant, for which the control is LB. All treatments caused a significant reduction in survival except filtered *C.*sp_P biofilm: PBS *vs C.*sp_P Planktonic, *z* = 6.13, *P* < 0.0001; PBS *vs C.*sp_P Biofilm, *z* = 11.34, *P* < 0.0001; PBS *vs C.*sp_P Biofilm Filtered, *z* = -0.33, *P* = 0.745; LB *vs C.*sp_P Biofilm Sup. Filtered, *z* = 6.66, *P* < 0.0001. The entire experiment was repeated four independent times with 18–40 individuals per treatment per replicate, and the data were analyzed using a Cox proportional hazards model

We also grew *C.*sp_P in biofilm conditions (30 °C, without shaking) for 72 h and investigated whether adulticidal activity is present under these growth conditions and whether it persists after removal of live bacterial cells. We found that *An. gambiae* females given *C.*sp_P biofilm re-suspended in a sugar meal had significantly reduced survival relative to the PBS control (Fig. 4b, *P* = 2.0 × 10^-16^). We also filtered the biofilm resuspension as well as the biofilm supernatant (i.e. the LB media in which the biofilm grew) to remove live cells and exposed *An. gambiae* females to sugar meals containing each cell-free preparation. We found that filtering eliminated adulticidal activity from *C.*sp_P biofilm, but not from *C.*sp_P biofilm supernatant when compared to LB (Fig. 4b, PBS *vs C.*sp_P_Biofilm Filt,_ *z* = -0.33, *P* = 0.745, LB *vs C.*sp_P_Biofilm Sup. Filt_, *z* = 6.66, *P* < 0.0001).

### *C.*sp_P –produced hydrogen cyanide does not mediate the adulticidal activity

Hydrogen cyanide (HCN) is a known secondary metabolite of multiple *Chromobacterium* species [21, 35]. HCN is a generalist poison and is therefore one potential source of mosquitocidal activity of *C.*sp_P against adults. We tested cell-free *C.*sp_P biofilm supernatant for hydrogen cyanide and found the average concentration to be 0.039 mg/l (range: 0.023–0.047 mg/l). The concentration of HCN in the sugar meals fed to adults in our experiments is therefore approximately 0.02 μg HCN/ml. Hydrogen cyanide is a gas and boils at 25.6 °C. We therefore hypothesized that if HCN is causing adult mosquito mortality, vacuum centrifugation would eliminate the mosquitocidal effect due to evaporation of HCN. We centrifuged *C.*sp_P filtered biofilm under a vacuum in open microcentrifuge tubes to allow evaporation and tested the impact of vacuum centrifugation on mosquitocidal activity. We found that exposure to *C.*sp_P biofilm supernatant reduced survival regardless of whether the sample had been vacuum centrifuged (Fig. 5, *C.*sp_P *vs* LB, *z* = 5.95, *P* < 0.0001; *C.*sp_P_V.C._ *vs* LB_V.C._, *z* = 7.11, *P* < 0.0001). Vacuum centrifugation also reduced survival, and this was consistent across the experimental and control treatments (Fig. 5, *z* = 4.08, *P* < 0.0001).

**Fig. 5:**
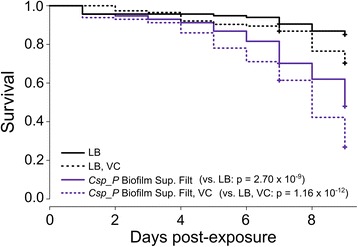
*C.*sp_P-produced adulticidal factor is non-volatile. Filtered (i.e. cell-free) *C.*sp_P biofilm supernatant and LB were spun in open containers in a vacuum centrifuge for 30 min at room temperature to allow for evaporation of volatile compounds. Original volume of vacuum centrifuged (VC) samples was then reconstituted using sterile water. Cell-free *C.*sp_P biofilm supernatant (VC and not) or LB as a control (VC and not) were mixed 1:1 with 3% sucrose (1.5% final sucrose concentration) and fed to *An. gambiae* females for 24 h. Experimental sugar meals were then removed and survival was monitored daily. The experiment was repeated four independent times, with 26–30 individuals per treatment per replicate. Survival analysis was performed using a Cox proportional hazards model testing the effect of bacterial treatment (*C.*sp_P *vs* LB), vacuum centrifugation, and an interaction between the two factors. No interaction was detected, indicating that the effect of *C.*sp_P ingestion was consistent regardless of whether samples were vacuum centrifuged. Main effects of both bacterial treatment (*z* = 9.15, *P* < 0.0001) and vacuum centrifugation (*z* = 4.08, *P* < 0.0001) were significant. In pairwise comparisons between their respective LB controls, *C.*sp_P (*z* = 5.95, *P* < 0.0001) and *C.*sp_P VC (*z* = 7.11, *P* < 0.0001) treatments had highly significant effects on survival

### Exposure to *C.*sp_P filtered biofilm supernatant alters transcript abundance in genes important for detoxification, insecticide resistance, and stress response

To gain insight on how *C.*sp_P affects adult females, we performed a genome-wide transcriptome analysis comparing transcript abundance of females fed a sugar meal containing filtered *C.*sp_P (i.e. cell free) biofilm supernatant *versus* LB as a control. Transcript abundance was analyzed in midgut tissues harvested 24 h after introduction of experimental sugar meals. 

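Transcript abundance was measured on a custom 2-colour Agilent microarray of *An. gambiae*, on which RNA from 2 groups is labelled with the dyes Cy3 and Cy5 and hybridized to the same probes, so that the ratio of the dyes at a spot gives the ratio of transcript abundance between the groups. Females were given 1.5% sucrose with LB, the bacterial growth medium, or with filter-sterilized *C.*sp_P biofilm supernatant from a 72 h culture. A pool of 20 midguts per treatment was collected after 24 h in each of 4 replicate experiments, and 200 ng of RNA per pool was labelled. Each of the 4 arrays carried both pools of 1 replicate experiment, and all 4 arrays lay on 1 slide. RNA of *C.*sp_P-fed females carried Cy5 in replicates 1 and 2 and Cy3 in replicates 3 and 4. For each array, the authors deposited the spot intensities that Agilent Feature Extraction read from the scan, without normalization between the dyes, and a table of their own normalized log2 ratios. The arrays hold 61657 spots other than controls, for 43803 probes of 58 to 60 bases that are assigned to 12924 genes. These probes have 21092 distinct sequences, because many genes carry the same sequence under several probe names and 308 sequences are assigned to more than 1 gene. The number of arrays, and not a read depth, limits the precision of these values. The median spot was 1.59 to 2.12 times as bright as its local background, depending on the array and dye, and between 55.8% and 67.8% of the spots were well above background. No spot was saturated. In both dyes on all 4 arrays, 22332 probes were well above background, which is 51.0% of the probes. The intensities were corrected for local background with the normexp method and an offset of 50, and normalized by global loess within each array. The paper's text names normexp and loess but no offset. An offset adds a constant to both dyes and draws the log2 ratios of dim spots towards 0. The 2 to 12 spots per array flagged as outliers were left out, the ratios of the dye-swapped arrays were turned to *C.*sp_P over LB, and the spots of a probe were averaged. Each probe was then tested with limma over the 4 replicate ratios, with Benjamini-Hochberg adjustment over the 43803 probes. A probe was called at an adjusted p under 0.05 with an absolute log2 fold change of at least 0.78, the smallest that Additional file 3 lists, and a gene was counted once if any of its probes was called. Across probes, which are not independent replicates, the correlation of the log2 ratios between pairs of replicates lay between 0.60 and 0.85. Gene names and functional groups are those of Additional file 3, and other genes are given by the identifiers on the array.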

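Functional groups are given in Additional file 3 for the 740 genes that it lists as altered. That list was chosen on these same arrays, so counts within its groups are not independent evidence. Of the 62 listed genes of the redox, stress and mitochondrial group (R/S/M), 42 were called in the listed direction, 24 of them with higher and 18 with lower transcript abundance in *C.*sp_P-fed females. Of the 79 listed genes of metabolism (MET), 56 were called, 20 higher and 36 lower. Of the 59 listed genes of replication, transcription and translation (R/T/T), 36 were called, 9 higher and 27 lower. Measured by the probe that Additional file 3 names for each gene, the log2 ratio had 1 sign on all 4 arrays for all 62 genes of R/S/M, for 76 of the 79 genes of MET and for all 59 genes of R/T/T. The median absolute log2 fold change was 0.94 in R/S/M, 1.03 in MET and 0.83 in R/T/T, and the median standard deviation between the 4 replicates was 0.24, 0.29 and 0.24, for genes that were listed for the size of their change. The 3 groups together had 134 called genes of 200. Centring each array on its median in place of loess moved this count most, to 36, and the authors' normalized log2 ratios gave 199. Without replicate 2, 82 genes of the 3 groups were called.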

We found that exposure to cell-free *C.*sp_P biofilm supernatant caused altered transcript abundance of 62 genes involved in stress response (R/S/M), 79 involved in metabolism (MET) and 59 involved in replication, transcription, and translation (R/T/T) (Fig. 6, Additional file 3). A gene ontology enrichment analysis confirmed these observations. Genes significantly up- or downregulated by cell-free *C.*sp_P biofilm supernatant exposure were enriched for Biological Process GO terms related to “response to xenobiotic stimulus” and “response to insecticide” (Table 1). This was primarily driven by the upregulation of multiple *cytochrome P450* genes; 14 members of the CYP6 subfamily were significantly upregulated in response to *C.*sp_P treatment, as were members of the CYP4 and CYP9 subfamilies (Additional file 3). 

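Additional file 3 names 21 *cytochrome P450* genes, 20 as higher and 1 as lower in *C.*sp_P-fed females. The log2 ratio of each gene's listed probe had that sign on all 4 arrays, and the probes were well above background in both groups. The median log2 fold change of the 21 genes was 1.59. Of these genes, 16 were called, all higher, in the test over all probes. With p-values adjusted over these 21 genes alone, 18 were called, which is not independent evidence because the genes were listed from these arrays. Among the CYP6 genes, 13 of the 14 listed as higher were called. Of the CYP6 genes outside the M, P, Y and Z subfamilies, *CYP6AA2* (AGAP013128) rose by 1.19 on the log2 scale, with a standard deviation of 0.105 over the 4 replicates (adjusted p = 0.00348, limma), and *CYP6AK1* (AGAP010961) by 0.783 ± 0.26 (SD, n = 4 replicates), just above the fold threshold, and was not called without replicate 2, 3 or 4. *CYP6AH1* (AGAP007480) was lower in *C.*sp_P-fed females on all 4 arrays, at -1.10 ± 0.69, with -1.36 and -1.93 where *C.*sp_P RNA carried Cy5 and -0.34 and -0.76 where it carried Cy3, but was not called (adjusted p = 0.0783, limma). *CYP6AH1* was called with a term for the dye in the fit, but not with the row on the slide as a block. In the CYP4 subfamily, *CYP4H24* (AGAP013490) was called at 0.80 ± 0.20, though not without replicate 1 or 4. *CYP4H19* (AGAP000088) at 0.69 ± 0.17 and *CYP4K2* (AGAP002416) at 0.59 ± 0.11 had adjusted p-values of 0.0098 and 0.00688 (limma) and lay below the fold threshold. In the CYP9 subfamily, *CYP9J5* (AGAP012296) was called at 1.62 ± 0.55, with 0.80 in replicate 1 and between 1.83 and 1.94 in the other replicates, and was not called without replicate 2, 3 or 4. *CYP9J3* (AGAP012291), at 0.778 ± 0.20 with an adjusted p of 0.00995 (limma), lay just below the fold threshold. The probes of *CYP12F1* (AGAP008022) disagreed, since the listed probe gave 1.47 ± 0.045 and the other probe 0.0082. The number of CYP6 genes called as higher changed most with median centring in place of loess, to 9, and no alternative gave more than 14. Of the 21 listed *cytochrome P450* genes, 10 were called with median centring and all 21 with the authors' normalized log2 ratios. The paper states that the enrichment of terms for the response to xenobiotics and insecticides in Table 1 was driven mainly by these genes.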

Other Biological Process GO terms that were significantly enriched include those related to “organic acid metabolic process.” 

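Additional file 3 lists 17 histone genes, 16 as lower and 1 as higher in *C.*sp_P-fed females, and 4 genes of DNA repair, 3 as lower and 1 as higher. Measured by their listed probes, the 16 histone genes had negative log2 ratios on all 4 arrays, with a median log2 fold change of -1.15 over the genes. The median of their ratios was -1.41, -0.85, -1.47 and -0.49 in replicates 1 to 4. The lowest value was -1.44 ± 0.24 (SD, n = 4 replicates; adjusted p = 0.00556, limma) for AGAP012202, a histone H2B, and the highest was -0.61 ± 0.43 (adjusted p = 0.109, limma) for AGAP012586, a histone H4. Of the 16 genes, 9 were called over all probes and 13 with p-values adjusted over the 17 listed histone genes alone. These genes were listed from the same arrays, so the 13 calls are not independent evidence. Without replicate 2, 5 of the 16 genes were called over all probes. With a term for the dye, with the row on the slide as a block, and with the dyes unpaired, 6 were called each time. The histone gene that went the other way was AGAP011845, a histone H2A, whose listed probe gave 0.51 ± 0.13 and whose second probe gave 1.08. Only the second probe passed the fold threshold. Of the 4 DNA repair genes, each of which had the listed sign on all 4 arrays, 2 were called. *RAD50* (AGAP003676) was lower, at -0.79 ± 0.44, but not called (adjusted p = 0.0576, limma). *MRE11* (AGAP006797) was called as higher, at 1.37 ± 0.30 (adjusted p = 0.00709, limma). With the authors' normalized log2 ratios, all 16 histone genes listed as lower and all 4 DNA repair genes were called, and with median centring in place of loess 0 and 1 were called, without any change of sign.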

Cellular Component GO terms significantly overrepresented included those related to “chromatin,” “DNA packaging complex,” and “protein DNA complex,” a result driven by the downregulation of multiple genes coding for histone proteins and DNA repair proteins (Table 1, Additional file 3).

**Fig. 6:**
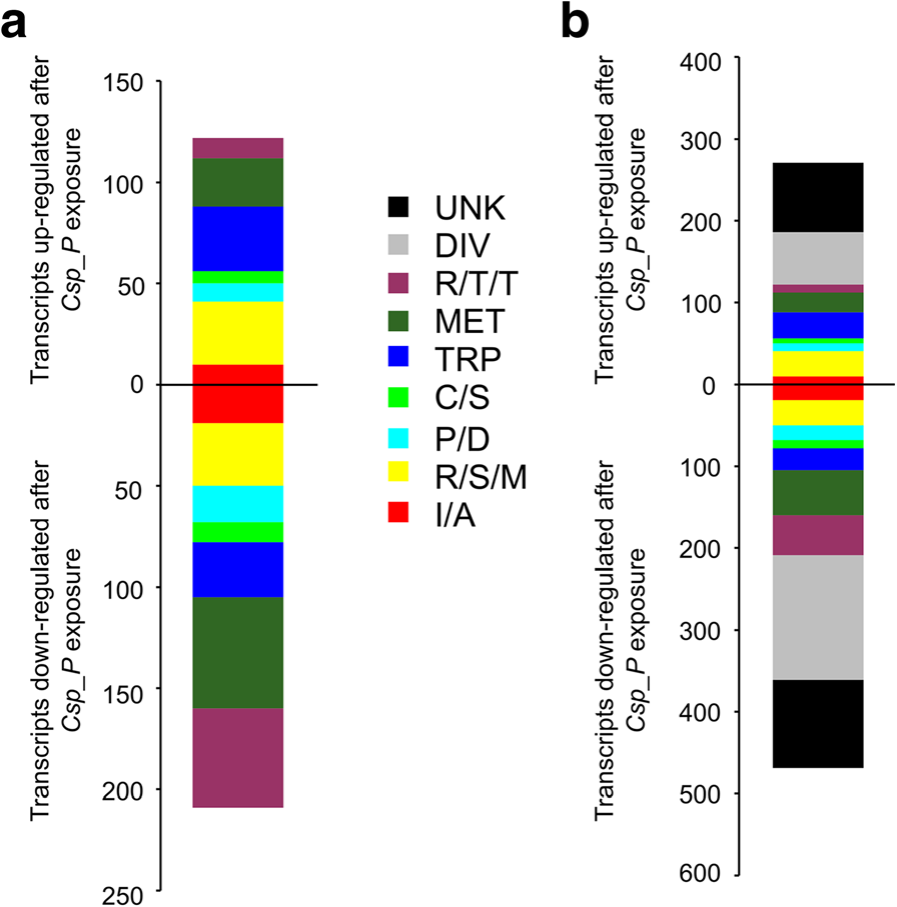
Effect of exposure to cell-free *C.*sp_P biofilm supernatant on transcript abundance in the midguts of adult female *An. gambiae*. Adult *An. gambiae* females were fed sugar meals containing either LB or 72 h filter-sterilized *C.*sp_P biofilm supernatant for 24 h, at which point midguts were dissected from 20 adult females per treatment in sterile 1× PBS and pooled in TRIzol. RNA from LB-fed females was co-hybridized with RNA from *C.*sp_P-fed females to a custom Agilent microarray. The experiment was repeated in full four independent times, and samples were co-hybridized within the same replicate experiment. The graph shows the number of genes from each functional category where transcript abundance significantly increased or decreased in response to cell-free *C.*sp_P biofilm supernatant exposure. **a** Genes from known functional categories. **b** Including genes with unknown function and diverse function. *Abbreviations*: UNK, unknown; DIV, diverse; R/T/T, replication, transcription, and translation; MET, metabolism; TRP, transport; C/S, cytoskeletal and structural; P/D, proteolysis and digestion; R/S/M, redox, stress-related, and mitochondrial; I/A, immunity and apoptosis

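Transcript abundance differed between *C.*sp_P-fed and LB-fed females for 588 of the 12924 genes on the array, 227 with higher and 361 with lower abundance after *C.*sp_P exposure, and no gene had probes called in both directions. Median centring in place of loess moved this count most as a ratio, to 156 genes, of which 41.0% were higher, against 38.6% with loess. Without a fold threshold, 2069 genes were called, and without replicate 2, 366. A normexp offset of 0 gave 1230 genes, and the authors' normalized log2 ratios gave 1042. Of the 588 genes, 496 are in Additional file 3, all in the direction listed there, and 92 are not. In the groups not described above, the calls among the listed genes were 24 higher and 20 lower of 59 genes of transport, 9 higher and 17 lower of 29 genes of immunity and apoptosis, 6 higher and 10 lower of 27 genes of proteolysis and digestion, and 4 higher and 6 lower of 16 cytoskeletal and structural genes. Among the genes of diverse function, 35 were higher and 100 lower of 216, and among those of unknown function, 59 were higher and 72 lower of 193. The immune genes carry more probes than the others, with a median of 40 probes per gene against 2 for the other listed genes, and by the listed probe alone 17 of the 29 were called. Among the genes called with 1 sign on all 4 arrays, each measured by its listed probe where it has one, the 5 largest increases were those of *CYP6Z2*, *CYP6M2*, *SRPN6*, AGAP001610 and *CYP6Z1*. The serine protease inhibitor *SRPN6* (AGAP009212) rose by 2.69 ± 0.98 (SD, n = 4 replicates) on the log2 scale, with 3.62 and 3.46 where *C.*sp_P RNA carried Cy5 and 1.89 and 1.80 where it carried Cy3. AGAP001610, which has no description in the list, rose by 2.65 ± 0.28. The 5 largest decreases were -3.51 ± 0.73 for AGAP005310 and -3.41 ± 0.69 for AGAP005065, both without a description, -2.79 ± 1.102 for AGAP006187, listed as protein G12, -2.34 ± 0.93 for the lysozyme *LYSC1* (AGAP007347) and -2.33 ± 0.52 for AGAP001956, listed as Niemann-Pick type C-2. The adjusted p-values of these decreases from limma lay between 0.00637 and 0.024. When single replicates were left out, the listed probe of *SRPN6* was not called without replicate 1 or 2, that of AGAP006187 not without replicate 1, 2 or 3, and that of *LYSC1* not without replicate 1, 2 or 4. The probes of *LYSC1* and AGAP001956 disagreed in size. The 40 probes of *LYSC1*, which have 4 sequences, gave values from -3.08 to -0.41, and the 28 probes of AGAP001956, which have 2 sequences, gave values from -2.45 to 0.063.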

**Table 1:** Gene Ontology term enrichment among genes whose transcripts are affected by exposure to *C.*sp_P cell-free biofilm supernatant

GO term ID	GO term name	Count	Fold enrichment	BH corrected *P-*value
Biological process				
GO:0044712	Single-organism catabolic process	30	2.35	3.72E-03
GO:0043436	Oxoacid metabolic process	39	2.13	3.85E-03
GO:0042178	Xenobiotic catabolic process	10	6.20	4.30E-03
GO:0071466	Cellular response to xenobiotic stimulus	10	6.20	4.30E-03
GO:0006805	Xenobiotic metabolic process	10	6.20	4.30E-03
GO:0019752	Carboxylic acid metabolic process	38	2.09	4.33E-03
GO:0006082	Organic acid metabolic process	40	2.00	4.81E-03
GO:0009410	Response to xenobiotic stimulus	10	5.94	5.17E-03
GO:0009407	Toxin catabolic process	10	6.48	5.57E-03
GO:0090487	Secondary metabolite catabolic process	10	6.48	5.57E-03
GO:0017085	Response to insecticide	10	6.48	5.57E-03
GO:0009404	Toxin metabolic process	10	6.48	5.57E-03
GO:0017143	Insecticide metabolic process	10	6.48	5.57E-03
GO:0046701	Insecticide catabolic process	10	6.48	5.57E-03
GO:0046680	Response to DDT	10	6.48	5.57E-03
GO:0009636	Response to toxic substance	11	5.81	9.92E-03
GO:0006334	Nucleosome assembly	10	4.32	4.72E-02
Molecular function				
GO:0016705	Oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen	25	2.45	2.08E-02
GO:0004497	Monooxygenase activity	21	2.62	2.47E-02
GO:0005506	Iron ion binding	25	2.50	3.08E-02
GO:0046906	Tetrapyrrole binding	22	2.34	4.92E-02
GO:0020037	Heme binding	22	2.35	5.60E-02
Cellular component				
GO:0032993	Protein-DNA complex	20	6.01	2.02E-08
GO:0000786	Nucleosome	16	6.45	4.20E-07
GO:0044815	DNA packaging complex	16	5.65	2.52E-06
GO:0000785	Chromatin	20	3.98	1.35E-05
GO:0000790	Nuclear chromatin	13	5.40	8.46E-05
GO:0005694	Chromosome	29	2.48	3.21E-04
GO:0000788	Nuclear nucleosome	6	14.12	3.70E-04
GO:0000228	Nuclear chromosome	17	3.20	1.50E-03
GO:0044427	Chromosomal part	25	2.42	1.75E-03
GO:0044454	Nuclear chromosome part	15	3.03	7.53E-03
GO:0005811	Lipid particle	6	7.70	1.34E-02

### Oral exposure to multiple *Chromobacterium* species causes mortality in adult mosquitoes

At least two species of *Chromobacterium*, *C. subtsugae* and *C. vaccinii,* have been shown to have insecticidal properties, and *C. subtsugae* is currently being used as a biocontrol agent marketed as Grandevo® (Marrone BioInnovations) [20, 21, 36]. *Chromobacterium vaccinii* causes mortality of *Aedes aegypti* larvae when added to the larval breeding water [21]. *Chromobacterium subtsugae* was shown to cause mortality in diverse insect taxa, though not in the larvae of *Culex pipiens*, the only mosquito species on which it was tested [20]. We investigated whether other species of *Chromobacterium* in addition to *C.*sp_P induce mortality in *An. gambiae* adults and whether the mosquitocidal activity is maintained after removal of live cells, as it is in *C.*sp_P. To test this, we grew five bacterial species in biofilm conditions for 72 h: *C.*sp_P, *C. aquaticum*, *C. subtsugae*, *C. violaceum* and *C. vaccinii*. We then isolated the biofilm as well as the surrounding media (biofilm supernatant) from each species and provided filtered (i.e. cell-free) and unfiltered preparations to adult *An. gambiae* females in sugar meals for 24 h. CFUs per ml were similar among the species for each fraction, but across all species, the biofilm fraction harbored more CFUs than the supernatant (*F*_(1, 22)_ = 11.26, *df* = 1, *P* = 0.0029, Additional file 4: Figure S3). We found that unfiltered biofilm and biofilm supernatant of all species caused significant mortality over seven days, with most of the mortality induced in the first 72 h (Fig. 7). Biofilm supernatant from *C.*sp_P had the strongest mosquitocidal activity, causing 100% mortality by 48 h (Fig. 7a). Significant mosquitocidal activity was retained in the cell-free filtrates of *C.*sp_P biofilm supernatant (Fig. 7a), *C. subtsugae* biofilm supernatant (Fig. 7c), and *C. vaccinii* biofilm (Fig. 7e). Removing live cells by filtration eliminated all mosquitocidal activity from *C. aquaticum* (Fig. 7b) and *C. violaceum* (Fig. 7d).

**Fig. 7:**
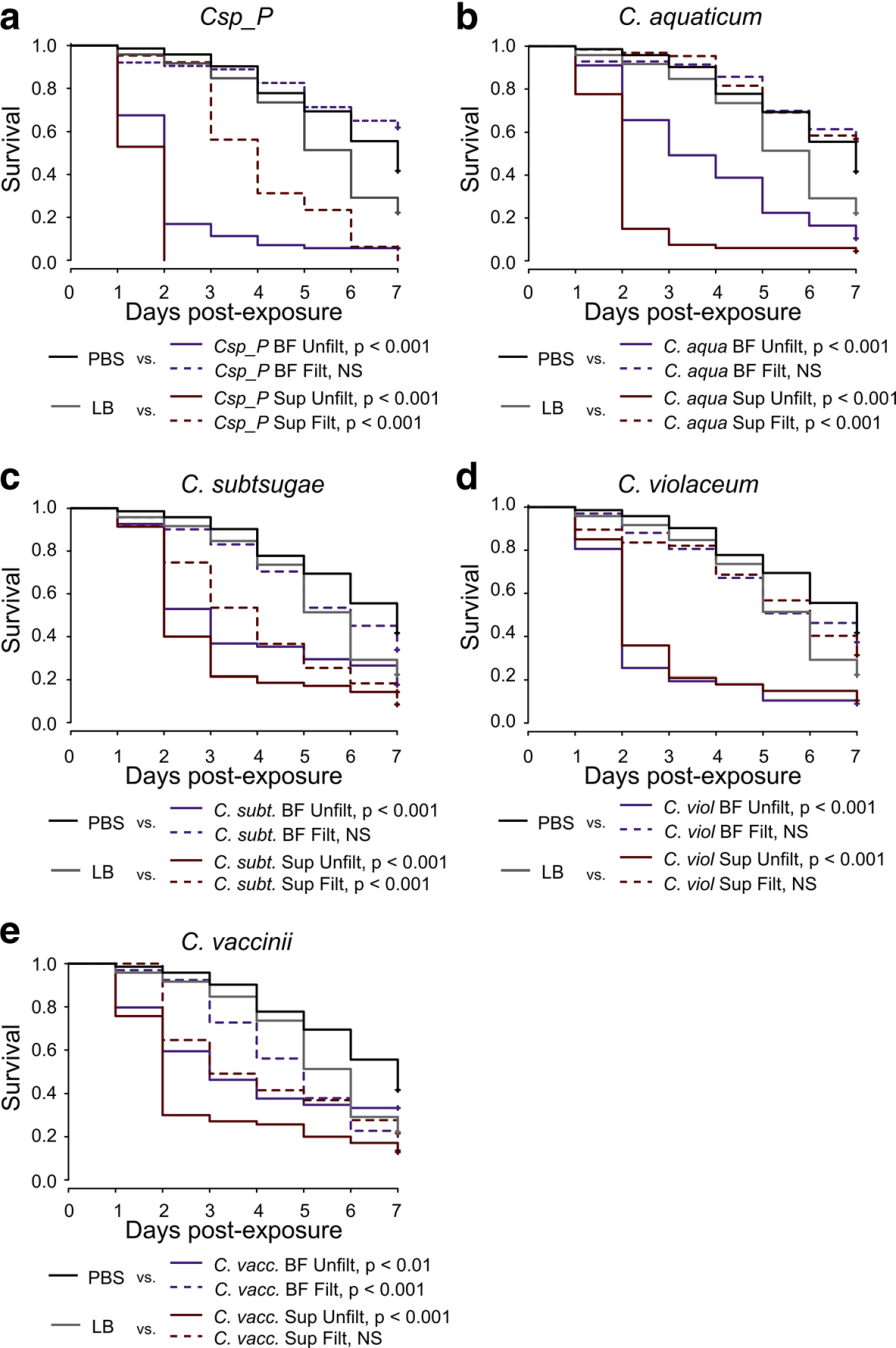
Exposure to multiple *Chromobacterium* species affects mortality of *An. gambiae* females. Five *Chromobacterium* species were cultured under biofilm conditions for 72 h and the biofilm and culture media (i.e. biofilm supernatant) were harvested and an aliquot was filtered through a 0.2 μm filter to remove live cells. Culture preparations, LB or PBS were mixed 1:1 with 3% sucrose and provided to *An. gambiae* adult females for 24 h. Experimental sugar meals were then removed, and all treatments were provided 10% sucrose *ad libitum*. Survival was monitored for seven days. The experiment was repeated three independent times, with 20–25 individuals per treatment per replicate. Only one PBS and LB control dataset was collected, and these data are repeated on each panel to allow visualization of each individual species. Contrasts between each treatment and the appropriate control (PBS for biofilm, LB for biofilm supernatant) were conducted using Log-Rank tests followed by a Bonferroni correction

## Discussion

Exposure to *C.*sp_P causes significant mortality in the disease vector mosquitoes *An. gambiae* and *Ae. aegypti* [17]. In this study, we aimed to further elucidate the effects of the bacteria on vector mosquitoes. Our first goal was to assess whether exposing females to a sub-lethal dose of *C.*sp_P had any effects on their fecundity, fertility, or survival among their F1 offspring. We therefore blood-fed *C.*sp_P*-* or PBS-exposed females, collected their eggs, and reared F1 offspring to evaluate transgenerational fitness effects. We found that exposure of adult female *An. gambiae* to *C.*sp_P had no effect on probability of oviposition, average number of eggs laid, or the percentage of eggs that hatched. However, maternal exposure to *C.*sp_P was associated with increased larval mortality, delayed pupation, and delayed eclosion of F1 offspring. Maternal *C.*sp_P exposure had no effect on the longevity of F1 adult offspring. These results suggest that sub-lethal *C.*sp_P exposure of adult females causes transgenerational effects on their offspring during immature stages of development.

Bacteria present in adult females have been found on the surface of mosquito eggs [9], and it is therefore possible that *C.*sp_P may have been vertically transmitted to larval offspring by egg smearing or that *C.*sp_P could have been present in the larval breeding water throughout development. *C.*sp_P was not detected in oviposition water and was only detected in larval water in a single measurement from one of three replicates, suggesting that *C.*sp_P was generally not present in oviposition or breeding water of F1 larvae. It is possible that *C.*sp_P was present transiently or in low levels that we failed to detect, and we therefore cannot exclude that *C.*sp_P directly influenced larval mortality and developmental delays *via* vertical transmission or environmental exposure. However, the transgenerational fitness effects were consistent across replicates regardless of whether *C.*sp_P was detected in larval water, suggesting these phenotypes may be attributable to indirect effects of maternal bacterial exposure.

Exposure to various pathogens has been shown either to decrease (e.g. [37–41]) or to not affect (e.g. [42, 43]) fecundity in mosquitoes, but the effects of parental bacterial exposure on developmental time and longevity of mosquito offspring remain unclear. In *Drosophila melanogaster*, infection of females with bacteria has been shown to cause reduced longevity of offspring, though these effects varied between genetic lines [44]. In *Tenebrio molitor*, induction of an immune response in females has been shown to cause longer development time in their larval offspring, and in *Trichoplusia ni*, parental dietary exposure to bacteria caused decreased survival and prolonged development time in offspring [45, 46]. Exposure to *C.*sp_P elicits an immune response in adult *An. gambiae* [17]. It is possible that the increased larval mortality and delayed development we observed in offspring of *C.*sp_P-exposed mothers is a transgenerational cost of pathogenic infection or of mounting an immune response.

In investigating the effects of exposure to cell-free *C.*sp_P biofilm supernatant on the adult female transcriptome, we found that genes involved in detoxification and response to insecticide exposure were significantly enriched. Exposure to insecticides has been shown to have intragenerational and transgenerational effects in mosquitoes and other insects, though the nature of these effects is diverse. For example, exposure of *An. stephensi* larvae to organophosphate and carbamate insecticides caused decreased fertility but increased longevity in adults [47]. Treatment of *Ae. aegypti* larvae with pyrethroid and organophosphate insecticides as well as a botanical extract shortened development time, increased pupal mortality and decreased adult emergence [48], and treatment of *C. quinquefasciatus* larvae with organophosphates lengthened development time and reduced fecundity [49]. Several studies have documented transgenerational fitness costs of insecticide exposure in other insects. For example, offspring of the *Spodoptera litura* moth treated with methoxyfenozide had lower larval weight and longer development time [50], and exposure of adult thrips (*Scolothrips longicornis*) to insecticide reduced the longevity and fecundity of their offspring [51]. Exposure of adult *Aphis gossypii* aphids to sulfoxaflor caused longer development time in offspring [52], and exposure to the neonicotinoid pesticide cycloxaprid caused shorter development time and reduced longevity and fecundity in offspring [53]. The insects in these studies are diverse, as are the insecticide classes investigated, but this work overall shows that exposure to xenobiotics in one developmental stage can have substantial effects on later developmental stages and even transgenerational effects. *C.*sp_P may produce an insecticide-like compound that is acting to induce fitness costs in the offspring of exposed females.

Given the effects *C.*sp_P has on adult longevity, we were interested in determining whether the mosquitocidal activity of *C.*sp_P could be isolated in cell-free preparations, i.e. independent of live bacteria. This would be valuable from a mosquito control perspective, as bioactive factors that can be isolated and used independent of living microorganisms would be more amenable to formulation and distribution and would prevent the uncertainty and risk of introducing a live microorganism into the environment. We found that treatment of adult *An. gambiae* females with bacterial culture suspension induced substantial mortality, regardless of the age of the culture or whether it was grown in planktonic or biofilm conditions. When we removed live bacterial cells from each preparation by filtering through a 0.2 μm filter, we found that mosquitocidal activity was lost for all preparations except the biofilm supernatant (i.e. the media in which the biofilm was cultured). Biofilms are aggregates of bacterial cells embedded in a complex three-dimensional matrix that form as a result of density dependent cell-to-cell signaling called quorum sensing [54–56]. Quorum sensing and biofilm growth has been linked to secretion of virulence factors in other systems [57, 58]. It is possible that the *C.*sp_P-secreted mosquitocidal factor is produced under all conditions but only secreted under biofilm conditions. Another possibility is that there are multiple factors, some of which are produced regardless of how the bacteria are cultured and some which are produced and secreted only by *C.*sp_P biofilm.

The broad-spectrum poison hydrogen cyanide (HCN) is produced by members of the *Chromobacterium* genus and is regulated in part by quorum sensing [21, 35, 59]. As such, it is a clear candidate for causing *C.*sp_P-induced mosquito mortality. We found that cell-free *C.*sp_P biofilm supernatant does produce hydrogen cyanide at approximately 0.039 mg/l. This means that the 1 ml sugar meal provided to adult females contained a total of approximately 0.02 μg HCN, of which only a fraction would be ingested by each individual mosquito. With the exception of insects that feed on cyanogenic plant species (and have therefore evolved extremely high tolerance to cyanide) [60–62], there is very little information available regarding the susceptibility of terrestrial invertebrates to ingestion of cyanide. Fumigation studies of the wheat weevil, *Sitophilus granarius*, showed that exposure to 28.6 mg/l HCN induced LC50 after an 8 min exposure, and 8 mg/l HCN induced LC50 after 4 h [63, 64]. Given that these levels are orders of magnitude higher than the concentration of HCN in *C.*sp_P biofilm, we consider it unlikely that HCN is the source of mosquitocidal activity. Consistent with this, we found that *C.*sp_P biofilm supernatant caused significant mortality compared to the LB control regardless of whether it was vacuum centrifuged. Were HCN the cause of mosquito mortality, we would have expected it (and the mosquitocidal activity) to be lost after vacuum centrifugation, given that HCN is a gas and boils close to room temperature (25.6 °C). Interestingly, vacuum centrifugation itself caused a significant reduction in survival that was consistent in both treatments (*C.*sp_P and LB control), suggesting the presence of volatile compounds in LB that improve longevity of the adult mosquito.

In addition to exploring the nature of the mosquitocidal activity, we also investigated how exposure to *C.*sp_P impacts the transcriptome of adult female *An. gambiae*. We found that genes related to xenobiotic and insecticide detoxification were upregulated after oral exposure to cell-free *C.*sp_P biofilm supernatant. These genes included many *cytochrome P450* genes, specifically those in the CYP6M, CYP6P, CYP6Y and CYP6Z subfamilies. 

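Other genes of detoxification in Additional file 3 moved in both directions. The 3 listed glutathione transferases gave log2 fold changes between -1.07 and 0.95. *GSTMS2* was called as higher and *GSTE7* as lower, and *GSTD10*, higher on all 4 arrays, was not called (adjusted p = 0.0537, limma). *GSTD10* was called with a term for the dye in the fit and with the row on the slide as a block. The 5 listed carboxylesterases gave values between -1.46 and 1.99, with 1 gene called as higher and 2 as lower. The value of -1.46 and 1 of the lower calls are those of AGAP004271. It is described as a phospholipase/carboxylesterase and listed among the genes of diverse function, so a part in detoxification is not shown. The others are in R/S/M, and their lowest value was -0.75. The 5 listed ABC transporters were all higher in *C.*sp_P-fed females on all 4 arrays, with a median of 1.27 and values between 0.67 and 2.45, and 4 of them were called.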

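Additional file 3 names 12 genes of these subfamilies, and each was higher in *C.*sp_P-fed females on all 4 arrays. The median log2 fold change of the 12 genes was 2.02, and 11 of them were called in the test over all probes. In the CYP6Z subfamily, *CYP6Z2* (AGAP008218) rose by 3.32 ± 0.40 (SD, n = 4 replicates) on the log2 scale, a 10.0-fold difference (adjusted p = 0.00385, limma), *CYP6Z1* (AGAP008219) by 2.53 ± 0.24 (adjusted p = 0.00329, limma) and *CYP6Z3* (AGAP008217) by 1.23 ± 0.55 (adjusted p = 0.0326, limma). The increase of *CYP6Z2* was larger than that of *CYP6Z3* in each replicate. A second *CYP6Z3* probe, whose sequence is 2 edits away from the listed probe of *CYP6Z2*, gave 1.50. The listed probe of *CYP6Z3* was not called without replicate 2, 3 or 4, nor with a dye term or the row on the slide as a block. In the CYP6M subfamily, *CYP6M2* (AGAP008212) rose by 3.12 ± 0.47, an 8.70-fold difference (adjusted p = 0.00472, limma), *CYP6M3* (AGAP008213) by 2.28 ± 0.32, *CYP6M4* (AGAP008214) by 1.87 ± 0.27 and *CYP6M1* (AGAP008209) by 1.59 ± 0.73. The values of *CYP6M1* were 1.04 and 0.89 with *C.*sp_P RNA in Cy5 and 2.16 and 2.27 with *C.*sp_P RNA in Cy3. With any 1 replicate left out the gene was not called, but it was called with a dye term and with the row on the slide as a block. In the CYP6Y subfamily, *CYP6Y1* (AGAP008208) rose by 2.22 ± 0.20 and *CYP6Y2* (AGAP008207) by 1.62 ± 0.17. In the CYP6P subfamily, *CYP6P4* (AGAP002867) rose by 2.17 ± 0.38 and *CYP6P2* (AGAP002869) by 1.72 ± 0.24. *CYP6P5* (AGAP002866), at 1.09 ± 0.74, was not called (adjusted p = 0.0952, limma). Its log2 ratio was 0.019 in replicate 4 and between 1.25 and 1.74 in the others, and it was called when replicate 4 was left out.

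**Figure D1:**
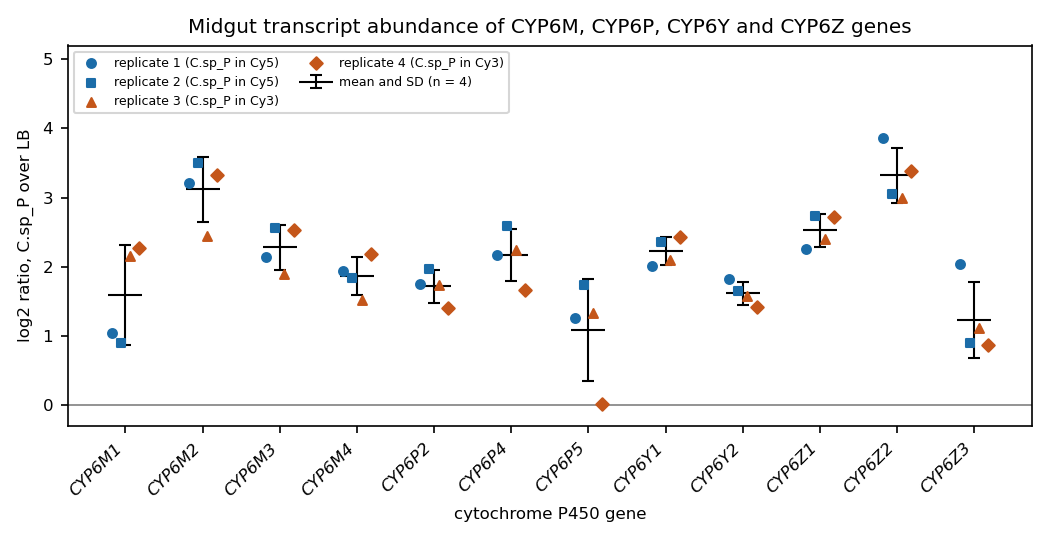
Log2 ratios of transcript abundance, *C.*sp_P over LB, on the vertical axis for the 12 genes of the CYP6M, CYP6P, CYP6Y and CYP6Z subfamilies on the horizontal axis. Each symbol is 1 replicate, coloured by the dye that *C.*sp_P RNA carried, and the bars give the mean and standard deviation of the 4 replicates. All points lie above 0, with *CYP6P5* in replicate 4 closest to it at 0.019.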

Genes from the CYP6M, CYP6P and CYP6Z subfamilies have all been shown to play a role in metabolism of (and resistance to) multiple classes of insecticides [65–67]. These findings suggest that the *C.*sp_P biofilm supernatant contains compound(s) that evoke a physiological response in the mosquito similar to that mounted in response to insecticide exposure. It will be valuable in the future to further investigate the nature of the mosquitocidal compounds produced by *C.*sp_P to determine whether they differ from known classes of insecticides.

We also found that exposure to cell-free *C.*sp_P biofilm supernatant resulted in changes in transcript abundance in genes involved in nucleosome and chromatin formation. Specifically, multiple genes that encode for histone proteins were downregulated. 

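The 16 histone genes that Additional file 3 lists as lower carry 22 probes on the array with 14 distinct sequences, so several genes are read by the same sequence. The listed probes of the 16 genes have 10 distinct sequences. The probe of the histone H4 genes AGAP003909, AGAP012558, AGAP012574 and AGAP012586 is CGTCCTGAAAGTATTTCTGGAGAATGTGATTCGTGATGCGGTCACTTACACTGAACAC in each case, and its spots under the 4 names gave log2 fold changes between -0.80 and -0.61, none of which was called. Within replicates these spots differed by less than the replicates did, since they gave between -1.59 and -1.22 in replicate 1 and between -0.29 and -0.20 in replicate 4. A histone H2A sequence, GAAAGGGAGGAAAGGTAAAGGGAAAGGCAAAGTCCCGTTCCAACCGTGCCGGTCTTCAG, stands for AGAP003911, AGAP003913 and AGAP012711, with log2 fold changes between -1.18 and -1.12. Only AGAP003913 was called (adjusted p = 0.0359, limma), though not with a dye term or the row on the slide as a block, while the same sequence gave adjusted p-values of 0.0912 and 0.0653 (limma) for AGAP003911 and AGAP012711. The histone H2B sequence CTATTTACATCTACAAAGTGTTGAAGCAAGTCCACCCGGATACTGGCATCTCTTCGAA stands for AGAP003912, AGAP012560 and AGAP012710, with values between -1.21 and -1.13. A shared sequence cannot separate the transcripts of the genes it stands for. The genes whose listed probe has a sequence that is not the listed sequence of another gene were all called. One of them, AGAP012560, has a listed sequence that also stands for AGAP012710 in a probe that is not listed. That probe gave -1.01 and was not called (adjusted p = 0.0622, limma). The genes are named here by their shared sequences, which were compared after the values were seen.

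**Figure D2:**
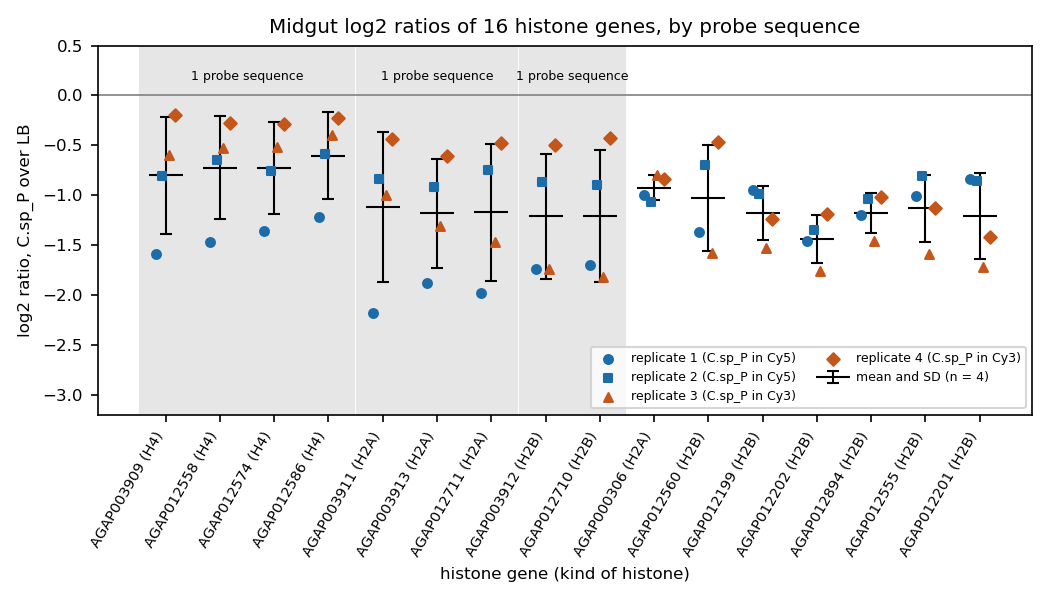
Log2 ratios of transcript abundance, *C.*sp_P over LB, on the vertical axis for the listed probes of the 16 histone genes on the horizontal axis, with the kind of histone in parentheses. Each symbol is 1 replicate, coloured by the dye that *C.*sp_P RNA carried, the bars give the mean and standard deviation of the 4 replicates, and grey blocks join genes whose listed probes have 1 sequence. All points lie below 0, and in each of the 4 histone H4 genes replicate 1 is the lowest, between -1.59 and -1.22, and replicate 4 the highest, between -0.29 and -0.20.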

Histone proteins form multimeric complexes, around which DNA is wound to form nucleosomes, which then pack together to form chromatin. Histone gene mRNA levels decrease naturally following DNA replication and artificially after treatment with ionizing radiation or drugs that cause DNA damage or stalled DNA replication [68–70]. This suggests that *C.*sp_P may produce a factor that induces this state in the mosquito midgut.

In testing other *Chromobacterium* species, we found that all five tested had significant mosquitocidal activity when live bacterial preparations were fed to adult female *An. gambiae*. After removal of live bacterial cells, *C.*sp_P, *C. subtsugae* and *C. vaccinii* retained mosquitocidal activity while *C. violaceum* and *C. aquaticum* did not. However, the mosquitocidal activity produced by *C.*sp_P was strongest among all species tested, both before and after removal of live cells. One possible interpretation of these results is that mosquitocidal factor(s) are produced by all members of the genus, but only secreted in lethal concentrations by *C.*sp_P, *C. subtsugae* and *C. vaccinii*. *C.*sp_P’s especially robust activity may be due to high production of these mosquitocidal factors, or production of a unique factor not made by the other species in the genus. *Chromobacterium violaceum* and *C. aquaticum* may produce a different mosquitocidal compound that is not secreted, or accumulation in the media of the mosquitocidal factor(s) may be temporally dynamic and we may have failed to detect it in our experiment*.* Alternatively, live *C. violaceum* and *C. aquaticum* may kill mosquitoes by causing a lethal infection. *Chromobacterium subtsugae* is known to have insecticidal activity and is currently being used as a biopesticide marketed as Grandevo® (Marrone Bio Innovations) [20, 36]. *Chromobacterium vaccinii* has also been shown to cause mortality in moths and mosquito larvae, though the mechanism by which either of these species cause insect mortality is currently unknown [21]. Our data also show that, in addition to causing mortality in *An. gambiae* and *Ae. aegypti* [17], *C.*sp_P is active against *An. stephensi* (a major vector of *Plasmodium* in Asia), *Ae. albopictus* (a vector of dengue, Zika, and chikungunya viruses), and *Culex quinquefasciatus* (a vector of West Nile virus). This suggests that the mosquitocidal factor produced by *C.*sp_P generally affects mosquitoes and could be potentially used against a diverse range of mosquito species and possibly other types of insects. *Chromobacterium subtsugae* is very broad in its insecticidal effects, causing mortality in beetles, moths, stinkbugs and whiteflies [20]. Interestingly, *C. subtsugae* does not cause mortality in *Culex pipiens* mosquito larvae, while *C. vaccinii* and *C.*sp_P do cause mortality in *Aedes aegypti* mosquito larvae [17, 20, 21]. These data suggest there may be multiple compounds produced by these species that have the potential for broad-spectrum mosquitocidal activity.

## Conclusions

Our results show that oral exposure to *C.*sp_P induces significant mortality in a broad range of disease vector mosquitoes, and non-lethal exposure of adult females causes increased mortality and slower development in F1 offspring. *Chromobacteria* are known to produce hydrogen cyanide, but our data suggest that this is not the cause of *C.*sp_P-induced mosquito mortality. Mosquitocidal activity persists after removal of live bacterial cells from *C.*sp_P biofilm culture media, and oral exposure to this *C.*sp_P treated media elicits changes in the mosquito midgut transcriptome that are similar to those that occur after exposure to insecticidal compounds and other xenobiotics. Finally, other *Chromobacterium* species also cause increased mortality in adult *An. gambiae* suggesting the *Chromobacterium* genus holds potential for the exploration for novel mosquitocidal compounds. That the mosquitocidal factor(s) can be isolated in cell-free preparations renders them amenable to further biochemical study to determine mode of action and increases their potential for use as chemical insecticides.

## Additional files

Additional file 1: **Figure S1.** Proportion of inseminated females exposed to each bacterial treatment. Insemination status of females from each group was assessed and found to not differ. Data were collected over 3–4 replicates. Effect of treatment on insemination status was evaluated using a Kruskal Wallis test in R (*χ*^2^ = 4.77, *df* = 2, *P* = 0.092).

Additional file 2: **Figure S2.** Treatment of adult *An. gambiae* females with *C.*sp_P does not result in increased bacterial load in breeding water of larval offspring. Two 1 ml water samples were taken from the oviposition cups and from larval trays prior to adding food or larvae (baseline), and then again at 4 and 8 days after transfer of the larvae. Although the load of cultivable bacteria differed across time (*F*_(3, 19)_ = 388.06, *df* = 3, *P* <0.0001), the mean bacterial load was not significantly different between the two groups *F*_(1, 19)_ = 0.04, *df* = 1, *P* = 0.842 and this was consistent across time (time × treatment interaction: *F*_(3, 16)_ = 0.13, *df* = 3, *P* = 0.944). Each data point represents the average CFU of cultivable bacteria for each of the three experimental replicates; error bars represent 95% confidence intervals. A two-way ANOVA was used to analyze the data.

Additional file 3: Raw data for Figs. 1–7.

Additional file 4: **Figure S3.** *Chromobacterium* species biofilm harbors more bacteria than supernatant. Each species was cultured under biofilm conditions and CFU/ml were estimated from biofilm and biofilm supernatant fractions of each species. A two-factor ANOVA including species and culture fraction as factors revealed no interaction between the factors (*F*_(4, 18)_ = 1.08, *df* = 4, *P* = 0.394), and there was a significant main effect of culture fraction (*F*_(1, 22)_ = 11.26, *df* = 1, *P* = 0.0029) but not of species (*F*_(4, 22)_ = 0.23, *df* = 4, *P* = 0.92).

## Abbreviations

*C.*sp_P: *Chromobacterium* species Panama
PBS: phosphate-buffered saline
BEI Resources: Biodefense and Emerging Infections Research Resources Repository
ATCC: American Type Culture Collection
DSMZ: Deutsche Sammlung von Mikroorganismen und Zellkulturen
LB: lysogeny broth
CFU: Colony Forming Units
HCN: hydrogen cyanide

How the deposited data were processed for this re-analysis (not part of the article)

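Midguts of adult *An. gambiae* females that fed for 24 h on 1.5% sucrose with LB or with filter-sterilized 72 h *C.*sp_P biofilm supernatant were compared on 4 custom 2-colour Agilent arrays, 1 per replicate experiment. Each array carried the 2 pools of 20 midguts of 1 replicate experiment, so the comparison is paired within the array. *C.*sp_P RNA carried Cy5 on 2 arrays and Cy3 on the other 2. All arrays lay on 1 slide.

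For each array the authors deposited a scanner file whose signal columns hold intensity, the mean and median brightness of each spot and of its local background in each dye, read with Agilent Feature Extraction 11.5.1.1 and not normalized. The mean signals in it have 3 significant digits. The same deposited file holds a LogRatio column in log10, the ratio of Cy5 over Cy3 after Feature Extraction's own background and dye normalization. The authors also deposited a table of normalized log2 ratios of Cy5 over Cy3 within each array, in which the dye-swapped arrays are not turned. Ratios computed here from the median signals with normexp, an offset of 10 and global loess differed from that table by a median of 0.00084 to 0.0022 per array, with a correlation of at least 0.99999 after rounding. The paper's text gives normexp, global loess within arrays and limma, and no offset, fold threshold, adjustment of p or treatment of several spots per gene.

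Signals were processed with limma 3.58.1 in R 4.3.3 and data.table 1.17.8. Of 62976 features, 61657 are not controls. Spots flagged as outliers were left out. Mean signals were corrected for the median local background with normexp and an offset of 50, log2 ratios were normalized by global loess within arrays, and the spots of a probe were averaged (25949 probes have 1 spot and 17854 have 2). The 43803 probes were fitted with lmFit on the 4 ratios, with the sign of the dye orientation as the only term, followed by eBayes, whose prior had 1.76 degrees of freedom. P-values were adjusted over all probes by the Benjamini-Hochberg method. A probe was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 0.78, and a gene was called if any of its probes was. Genes with many probes therefore have more chances of a call: 5136 genes have 1 probe and the largest number is 240. Every adjusted p in the text comes from this fit. The standard deviations are those of the 4 normalized ratios.

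The genes named in the text follow a rule set before the data were examined, as were the alternatives below except where the text says otherwise: every *cytochrome P450* gene in Additional file 3, the listed histone and DNA repair genes as groups with single values for the highest, the lowest and those against the group, the listed glutathione transferases, carboxylesterases and ABC transporters as groups, and the 5 largest increases and 5 largest decreases among called genes with 1 sign on all 4 arrays. Each was measured by the probe that Additional file 3 lists. Single values of 2 DNA repair genes are not reported here. Functional groups, gene names and families were taken from the 740 genes of Additional file 3. The table of reference names used for other genes matched 0 of the identifiers on the array, so gene families could not be counted outside the list. Tests of the *cytochrome P450*, histone, DNA repair and DNA replication genes as sets, and of Gene Ontology terms, were therefore not run, since a set drawn from genes selected on the same arrays has no valid background.

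Precision rests on signal and on the 4 arrays. The median spot was between 1.59 and 2.12 times its local background, and 22332 probes were well above background in both dyes on all arrays. Of the called genes, 583 (99.1%) were called by such a probe. The fit was tested on simulated data with 43803 probes, 200 of them changed by 1.5 on the log2 scale, of which 94% were recovered with 1 false call and none in the wrong direction. The simulated probes were independent, with variances drawn as the fit assumes. The median absolute log2 fold change of the listed probes was 0.86, so the share recovered does not hold for changes of that size.

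The alternatives were other background corrections (an offset of 0, none, and plain subtraction), median spot signals, median centring, normalization between arrays, the log ratios of Feature Extraction, the authors' normalized ratios, a dye term, the row on the slide as a block, unpaired dyes, 2 filters on dim probes, averaging the probes of a gene, other fold thresholds, an intensity trend in eBayes, and leaving out each replicate. Added after the data were seen were a correction for the GC content of the probe, averaging probes of 1 sequence, and averaging all spots of a gene, from the authors' ratios and from median signals with an offset of 10. A block for the slide could not be used because there is 1 slide. The survival and larval experiments of the paper have no array data and are not analysed here.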

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

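The test of probe averaging below was chosen only after the result was seen, and the tests of dim probes and of shared sequences were set before their own outcome was seen.

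In 3 of the 62 genes named by the rule, 1 replicate lay far from the other 3 in the log2 ratio of *C.*sp_P over LB (gap to the nearest replicate over the whole range above Dixon's critical value). Chance gives this in about 1 in 20 genes, or 3.1 of 62, so the number of such genes is no larger than chance gives. *CYP9J5* gave 0.80 in replicate 1 and between 1.83 and 1.94 in the others, and its log2 fold change was 1.89 without replicate 1 and 1.62 with it. AGAP011845, a histone H2A, gave 0.32 in replicate 2 and between 0.56 and 0.60 in the others, with a log2 fold change of 0.58 without replicate 2. AGAP006379, an ABC transporter, gave 1.44 in replicate 2 and between 1.06 and 1.12 in the others. All 3 genes had positive ratios on all 4 arrays. The arrays differ in dye orientation and in their row on the slide. In each of the 3 genes, the replicate that stands apart shares its dye orientation with 1 replicate that does not and its row with another that does not, so neither alone accounts for it. No biological explanation was tested.

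Of the 588 called genes, 92 are not in Additional file 3, 37 higher and 55 lower in *C.*sp_P-fed females. The largest are AGAP005901 at 1.37 ± 0.38 (SD, n = 4 replicates) and AGAP000575 at 1.25 ± 0.37, whose called probe is 4 edits from a probe of a listed gene, among the higher genes, and AGAP001082 at -1.27 ± 0.42 and AGAP013013 at -1.23 ± 0.40 among the lower, chosen for mention after their values were seen. Dim signal is argued against as the cause, since 91 of the 92 genes were called by a probe well above background in both dyes on all 4 arrays. A sequence shared with a listed gene is argued against for most of them, since 6 have a called probe within 12 edits of a probe of a listed gene, 4 of these with an identical sequence. What remains open is how the probes of a gene are combined. With the probes of a gene averaged before the test, 1 of the 92 was called, and with the authors' normalized ratios 91 were called per probe and 4 with all spots of a gene averaged. In 91 of the genes there are 2 or more probe sequences, and in 78 another sequence of the gene gave less than 50% of the change of the called one. The median absolute log2 fold change was 0.88 for the called probes and 0.51 for the means of the genes. The authors' ratios averaged over all spots of a gene differed from the 740 values of Additional file 3 by at most 0.077, with a correlation of 0.9999. The likely explanation is therefore that these genes are absent from the list because the list holds averages over a gene. Which probe is closer to the transcript level was not tested, and the difference between sequences of a gene may lie in the probes or in the transcripts.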

How the results depend on the processing

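The settings that average all spots of a gene, correct for GC content or average probes of 1 sequence were chosen only after the results were seen. The slide as a block and the tests of the *cytochrome P450*, histone, DNA repair and DNA replication genes as sets were not run.

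The number of genes called as different between *C.*sp_P-fed and LB-fed females was 588. It rose to 1230 with a normexp offset of 0, 1003 with plain background subtraction, 1042 with the authors' normalized ratios and 2069 without a fold threshold. It fell to 156 with median centring and 334 with a threshold of 1. Leaving out 1 replicate gave 366 to 520 genes, the lowest without replicate 2. With fold thresholds the cause is the threshold itself. Leaving out a replicate leaves fewer arrays, but why the count is lowest without replicate 2 was not tested, nor was the cause for the other settings. The remaining settings lay between 416, with the probes of a gene averaged, and 867, without background correction. Each array pairs the pools of 1 replicate experiment, and with no replicate block, both dyes fitted as unpaired samples, the count was 563. With all spots of a gene averaged it was 730, from the authors' ratios as well as from median signals with an offset of 10. In every setting fewer called genes were higher than lower, with 35.8% to 41.9% higher.

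The number of called CYP6 genes listed as higher was 13, between 9 (median centring) and 14 over all settings, and 11 to 12 when 1 replicate was left out. In the groups R/S/M, MET and R/T/T together, 134 listed genes were called. Median centring gave 36, and the cause was not tested. Leaving out 1 replicate gave 82 to 120, the lowest without replicate 2. The other settings gave between 92, with a threshold of 1, and 199, with the authors' ratios.

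Of the 41 listed *cytochrome P450* genes, histone genes listed as lower and DNA repair genes, 27 were called. Median centring gave 11, and the authors' ratios gave 41, as did both settings that average all spots of a gene. The cause was not tested. Leaving out 1 replicate gave 20 to 26. Over the 62 genes named by the rule and 25 alternatives, none of 1549 values changed sign. In 1287 the gene stayed on its side of the call, in 163 it gained a call and in 99 it lost one. By the listed probes, the calls lost most often were those of *CYP6AK1*, close to the fold threshold, in 10 alternatives, the histone gene AGAP003913 in 9, and *CYP6M1* and the histone genes AGAP003912 and AGAP012560 in 8. Among the 740 listed genes, 96 were called under each setting chosen before the results were seen that kept all 4 arrays. These settings include the filters on dim probes and the averages over the probes of a gene, but not the fits without 1 replicate. Each of the 244 genes that were not called was called in at least 1 alternative.

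On the arrays, signal over background limits what can be seen: the median spot was 1.59 to 2.12 times its background, and filters for bright probes left 30029 and 22332 probes and gave 636 and 645 called genes. The offset of 50 is larger than the median background of 16 to 37, and it draws ratios of dim spots towards 0, so the sizes of changes depend on it more than their signs do.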

Differences from the paper's values

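All settings named here were set before the data were examined, except the 2 that average all spots of a gene, which were chosen after seeing the values. Fold changes are log2 of *C.*sp_P over LB, the paper's from Additional file 3 and those here with the standard deviation of 4 replicates. Under each setting that is not named for a gene, its value remained apart from the paper's.

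The paper reports 59 genes of replication, transcription and translation, and 36 of them were called here. The count was within 1.5 times the paper's with a normexp offset of 0, no background correction, plain subtraction, the authors' normalized ratios, both filters on dim probes, no fold threshold and an intensity trend in eBayes, and it was not with the other 13 settings set beforehand. With all spots of a gene averaged, in both settings chosen after seeing the values, 58 were called.

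Of the 60 named genes whose log2 fold changes are compared here, 16 differ from the paper's values by more than the standard deviation of the 4 replicates, which is also the limit for a value described below as reached. With all spots of a gene averaged, a setting chosen after seeing the values, none of the 60 differs, whether the authors' normalized ratios or median signals with an offset of 10 are used. From the authors' ratios it gives all 740 values of Additional file 3 to within 0.077, while the values here are those of single listed probes. With the authors' ratios per probe, a planned setting, 4 differ. In the sentences that follow only planned settings are named.

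*CYP12F1* has 1.24 in the paper and 1.47 ± 0.045 here, and no planned setting closes the gap. With the authors' normalized ratios alone, values within the paper's were reached for *CYP4H19* (paper 1.206, here 0.69 ± 0.17), *CYP6Y2* (paper 2.146, here 1.62 ± 0.17) and AGAP011845 (paper 1.176, here 0.51 ± 0.13). AGAP011845 has no value with the stricter filter on dim probes. With the probes of a gene averaged alone, they were reached for AGAP001610 (paper 2.255, here 2.65 ± 0.28) and AGAP001956 (paper -1.282, here -2.33 ± 0.52).

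With the authors' ratios, no background correction and an offset of 0, the value for *CYP4K2* was reached (paper 0.791, here 0.59 ± 0.11). With an offset of 0, plain subtraction and the log ratios of Feature Extraction, it was reached for *CYP6Y1* (paper 2.883, here 2.22 ± 0.20), and with these 3 and the authors' ratios for *GSTD10* (paper 1.763, here 0.95 ± 0.51).

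With an offset of 0, no background correction, plain subtraction, the log ratios of Feature Extraction and the authors' ratios, the paper's values were reached for *CYP6Z3* (paper 2.137, here 1.23 ± 0.55) and AGAP000306 (paper -1.26, here -0.92 ± 0.13). With these 5 and without replicate 4, they were reached for *COEAE2F* (paper -0.992, here -0.75 ± 0.19), *GSTE7* (paper -1.34, here -1.07 ± 0.22) and *COE09916* (paper -0.827, here -0.68 ± 0.12). With the same 5 and the probes of a gene averaged, the value was reached for AGAP006227 (paper -0.985, here -0.65 ± 0.21), and with the same 5, the probes of a gene averaged, median centring, without replicate 2 and without replicate 4 for AGAP012560 (paper -1.576, here -1.03 ± 0.53).

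The paper lists 740 genes, 271 higher and 469 lower, and 588 were called here, 227 higher and 361 lower. Of the listed genes, 496 were called and 244 were not. With the authors' ratios 732 of the listed genes were called, with an offset of 0 it was 707, without background correction 669, without a fold threshold 664, with plain subtraction 617, with an intensity trend 548, and with the filters on dim probes 529 and 537. With all spots of a gene averaged, chosen after seeing the values, 718 were called from the authors' ratios and 719 from median signals with an offset of 10.

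The paper gives 14 CYP6 genes as higher, and 13 were called here. *CYP6P5* was called with an offset of 0, no background correction, the authors' ratios, the row on the slide as a block, the stricter filter on dim probes, an intensity trend and without replicate 4. *CYP6AH1*, not called here, was called with no background correction, the authors' ratios, a dye term, no replicate block, both filters on dim probes and an intensity trend. *CYP4H19* was called with an offset of 0, no background correction, plain subtraction, the log ratios of Feature Extraction, the authors' ratios and no fold threshold, *CYP4K2* with the same settings except no background correction, and *CYP9J3* with the same settings as *CYP4H19* and also with normalization between arrays and without replicate 3 or 4. *RAD50* was called with an offset of 0, no background correction, the authors' ratios, the row as a block, no replicate block, both filters on dim probes, an intensity trend and without replicate 4.

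By the listed probes, *GSTD10* was called with an offset of 0, no background correction, plain subtraction, the authors' ratios, a dye term, the row as a block, no replicate block, both filters on dim probes, the probes of a gene averaged and an intensity trend, and *ABCB2* with an offset of 0, no background correction, the authors' ratios, no fold threshold and without replicate 2. *COE09916* and *COEAE2F* were called with an offset of 0, no background correction, plain subtraction, the log ratios of Feature Extraction, the authors' ratios and no fold threshold, and *COEAE2F* also without replicate 4.

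Of the 16 histone genes listed as lower, the uncalled ones were all called with an offset of 0, no background correction and the authors' ratios, and all but AGAP003911 with plain subtraction. An intensity trend called AGAP003909, AGAP003911, AGAP012710 and AGAP012711, the stricter filter on dim probes AGAP003911, AGAP012710 and AGAP012711, and the other filter AGAP012710 and AGAP012711. The log ratios of Feature Extraction called AGAP012586 and AGAP012710, and normalization between arrays and the fit without replicate 4 called AGAP012710. Both settings with all spots of a gene averaged, chosen after seeing the values, called each gene named here as not called.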

Other observations

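The tests of GC content, of other assignments of the samples, of dye bias, of sequences shared among *cytochrome P450* genes and among histone genes, of normalization as the reason for more lower than higher genes, and of probe numbers of immune genes were chosen only after the results were seen. The tests of neighbouring identifiers were set before their own outcome was seen.

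The signs of the 4 log2 ratios can be assigned in 8 ways, and 1 of 8, the real one, gave as many as 588 called genes. With limma each of the other 7 gave 0 called genes, with 236 to 4142 probes at an unadjusted p under 0.05, against 10453 for the real assignment. With 8 assignments the share cannot fall under 0.05, so chance cannot be excluded by this test. The assignment that takes the dye in place of the treatment gave the 4142 probes. Dye bias is argued against as the source of the differences. Across probes well above background, the mean log2 ratios of *C.*sp_P over LB in the 2 dye orientations had a correlation of 0.803, and across all probes of 0.784, where a bias of the dyes would give a negative value. With a dye term, limma called 584 genes for the treatment and 0 genes for the dye, for which 6479 probes had an unadjusted p under 0.05. A dye effect on single probes is therefore not excluded, and it is balanced by the swap. The probes are not independent, and no p-value is attached to these correlations.

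The rise of the *cytochrome P450* genes was set against properties of the probes. After a correction for the GC content of the probes, 16 listed genes were called, as before it. The correlation of the log2 fold change with GC content over all probes was 0.082. The 23 called probes of the 16 called genes fell into 22 groups when sequences within 12 edits were joined, the joined pair being a probe of *CYP6Z3* and a probe of *CYP6Z2* that are 2 edits apart and gave 1.50 and 3.32. These values argue against GC content and against near-identical probes as the source of most of the calls. A response of these genes to *C.*sp_P supernatant stays possible as a hypothesis, since the pattern was found and tested on the same arrays. Probes were compared with each other and not with transcripts. A transcript that probes of several genes read at different places, or over stretches shorter than a probe, was therefore not tested.

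For the histone genes, GC content is argued against in the same way, since their median log2 fold change was -1.16 after the correction and -1.13 before, over the 17 listed genes. The number of genes is another matter. The listed probes of the 16 genes listed as lower have 10 distinct sequences, and 9 of the genes share their listed sequence with the listed probe of another of them. The listed sequences of AGAP012199 and AGAP012201 also overlap over part of their length, and those of AGAP012555 and AGAP012894 share a shorter stretch. The 14 sequences of all probes of the 16 genes fell into 12 groups when those within 12 edits were joined. Shared sequences therefore may account for part of the count of 16. All 10 listed sequences gave lower values, but the genes were listed as lower from these arrays, so their common direction is not separate evidence. No gene outside the list has a probe with 1 of these sequences. With probes of 1 sequence averaged, a setting added later, 7 of the 16 genes were called.

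Of the DNA replication genes in Additional file 3 (subunits of the MCM, ORC, primase and DNA polymerase complexes and proliferating cell nuclear antigen), all 9 had lower transcript abundance on all 4 arrays, with a median log2 fold change of -0.57 and values between -0.95 and -0.24 by the listed probe. Any probe gave a call for 3 of them. The genes were selected on these arrays, and their set was not tested.

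More of the called genes were lower than higher in *C.*sp_P-fed females. The share of higher genes was at most 41.9% over all alternatives, so the choice among the settings tried does not account for it. Each of these settings centres the arrays and takes most transcripts as unchanged, so an effect of the centring itself stays open, as does a change of total RNA between groups.

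Listed immune genes were called more often than other listed genes, 89.7% against 66.1%. By the listed probe alone, 58.6% of the immune genes and 56.3% of the others were called. Immune genes carry a median of 40 probes with 3 sequences, and the others a median of 2 probes. With the probes of a gene averaged, 72.4% of the immune genes (21 of 29) and 55.3% of the others were called. The number of probes is a candidate explanation of the higher share that the listed probes speak for and the averaged probes speak against, so it stays open. No biological explanation was tested.

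Called genes often have neighbouring identifiers. Of the 588 called genes, 40 pairs of neighbours on the array's list of identifiers changed in 1 direction, against a median of 14 and a maximum of 30 when the calls were shuffled among genes 10000 times (p = 1e-04, the smallest these permutations can give). Without pairs that have probes within 12 edits of each other, 36 pairs were left, against a median of 14 and a maximum of 28. Random placement and near-identical probes are argued against. Probes that overlap over part of their length were not removed, and chromosome positions were not used here. The longest run is AGAP012199 to AGAP012202, 4 lower genes. Of the 13 genes from *CYP6Y2* to *CYP6Z1*, 9 were called, all higher and all CYP6 genes. Of the others, AGAP008210 and AGAP008211 gave mean log2 fold changes of 0.21 and 0.094 and were well above background, and AGAP008215 and AGAP008216 were not above it. Shared regulation of neighbouring genes of a family is consistent with the 40 pairs, as a hypothesis, and so is independent regulation of related genes that lie together.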
